# Transcriptomic and genetic studies identify *NFAT5* as a candidate gene for cocaine dependence

**DOI:** 10.1038/tp.2015.158

**Published:** 2015-10-27

**Authors:** N Fernàndez-Castillo, J Cabana-Domínguez, J Soriano, C Sànchez-Mora, C Roncero, L Grau-López, E Ros-Cucurull, C Daigre, M M J van Donkelaar, B Franke, M Casas, M Ribasés, B Cormand

## Abstract

Cocaine reward and reinforcing effects are mediated mainly by dopaminergic neurotransmission. In this study, we aimed at evaluating gene expression changes induced by acute cocaine exposure on SH-SY5Y-differentiated cells, which have been widely used as a dopaminergic neuronal model. Expression changes and a concomitant increase in neuronal activity were observed after a 5 μM cocaine exposure, whereas no changes in gene expression or in neuronal activity took place at 1 μM cocaine. Changes in gene expression were identified in a total of 756 genes, mainly related to regulation of transcription and gene expression, cell cycle, adhesion and cell projection, as well as mitogen-activeated protein kinase (MAPK), CREB, neurotrophin and neuregulin signaling pathways. Some genes displaying altered expression were subsequently targeted with predicted functional single-nucleotide polymorphisms (SNPs) in a case–control association study in a sample of 806 cocaine-dependent patients and 817 controls. This study highlighted associations between cocaine dependence and five SNPs predicted to alter microRNA binding at the 3′-untranslated region of the *NFAT5* gene. The association of SNP rs1437134 with cocaine dependence survived the Bonferroni correction for multiple testing. A functional effect was confirmed for this variant by a luciferase reporter assay, with lower expression observed for the rs1437134G allele, which was more pronounced in the presence of hsa-miR-509. However, brain volumes in regions of relevance to addiction, as assessed with magnetic resonance imaging, did not correlate with *NFAT5* variation. These results suggest that the *NFAT5* gene, which is upregulated a few hours after cocaine exposure, may be involved in the genetic predisposition to cocaine dependence.

## Introduction

Cocaine is a psychostimulant drug of abuse and its use has become a public health problem worldwide. Cocaine's pleasurable and addictive effects are thought to be mediated mainly through dopamine (DA), which is a key neurotransmitter in reward pathways.^1^ Cocaine binds the DA transporter producing an increase in DA concentration at the synapses and thus stimulating neurons in brain regions involved in reward and reinforcement behavior.^1, 2, 3^

Cocaine's chronic and acute effects on gene expression have been studied using a broad range of animal models and experimental paradigms and procedures, including human post-mortem samples.^4, 5^ These studies have identified gene expression changes in the brain related to diverse functional categories including synaptic communication and neuroplasticity, receptors, ion channels and transporters, cytoskeleton, extracellular matrix, oligodentrocytes and myelin, mitochondrial function, apoptosis and cell death, transcription factors and signal transduction. Moreover, two important pathways have been found affected by changes in gene expression: the mitogen-activated protein kinase (MAPK) and the synaptic long-term potentiation signal transduction pathways.^4, 5^

The repeated use of cocaine induces molecular and cellular adaptations in the central nervous system, such as synaptic changes and neuronal remodeling, and as the consumption becomes chronic those adaptations become stable.^6^ Individual's genetic background and environment determine the initial sensitivity to first drug exposure and how individual nerve cells and circuits adapt to chronic drug exposure, which could establish the development of addiction in some individuals but not others.^7^ Around 15–16% of cocaine users develop dependence, and heritability for cocaine addiction has been estimated around 60–70%.^8, 9, 10^ Some of those genetic factors may lie in genes that mediate acute and chronic cocaine's effects, conferring initial vulnerability to the establishment of drug-induced adaptations.

Compared with other drugs of abuse, relatively few association studies have been performed on cocaine dependence, and little is known about the genetic susceptibility to this psychiatric disorder.^11^ Some association studies have focused on candidate genes, especially on DA-related genes, the majority failing to detect associations or showing controversial results. Only associations with two genes, *CNR1* (cannabinoid receptor 1, brain) and *CHRNA5* (cholinergic receptor, nicotinic, alpha 5, neuronal) have been replicated so far.^11, 12, 13^ Other studies have assessed hundreds of single-nucleotide polymorphisms (SNPs) in multiple genes within candidate systems, and two genome-wide association studies have been reported in cocaine dependence, identifying shared as well as specific associations in European Americans and in African American populations.^14, 15, 16, 17^

We aimed at discovering novel genes involved in the susceptibility to cocaine dependence that could mediate its effects. Under the hypothesis that sequence variants in genes showing differential expression induced by cocaine may contribute to cocaine dependence, and considering the essential role that DA has in cocaine's effects and addiction, we designed a two-stage study by (i) identifying cocaine-induced changes in gene expression in a dopaminergic neuron-like model (SH-SY5Y) using microarray technology and (ii) subsequently considering differentially expressed genes as potential candidates for cocaine dependence, by assessing predicted functional SNPs in these genes through a case–control association study.

## Materials and methods

A brief description of the materials and methods is presented below. For detailed information of all procedures see Supplementary Information.

### Cell culture and cocaine treatments

SH-SY5Y cells (ATCC, LGC Standards, Middlesex, UK) were differentiated with retinoic acid (Sigma-Aldrich Corporate, St. Louis, MO, USA) during 7 days at a final concentration of 10 μM supplemented on the media (50:50 Dulbecco's modified Eagle's medium:F12, 10% fetal bovine serum and 1% P/S, Gibco, Life Technologies, Carlsbad, CA, USA). SH-SY5Y differentiation was assessed by changes compatible with neuron-like morphology and neurite outgrowth, expression of tyrosine hydroxylase as a dopaminergic neuronal marker by western blot, and cell cycle analysis (Supplementary Figure 1). Cytotoxicity of cocaine was assessed with XTT assays (Cell Proliferation Kit II, Roche Life Sciences, Branford, CT, USA) at 0, 1, 5, 10, 15 and 20 μM of cocaine–HCl. The range of cocaine concentrations were selected based on concentrations determined in human plasma and brain in different studies.^1, 18, 19, 20, 21, 22, 23, 24^ For gene expression analysis, cocaine treatment was performed on differentiated SH-SY5Y cells at 0, 1 and 5 μM, selected on the basis of a previous microarray study^25^ and the range observed in cocaine abusers.^19, 21^ After 30 min of exposure, the medium was replaced and cells were retrieved at 6 or 24 h.

### Microarray and qRT-PCR experiments

RNA was isolated from nine dishes per condition (RNeasy Mini Kit, Qiagen, Hilden, Germany) and pools of three dishes were hybridized to the GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix, Santa Clara, CA, USA). Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE71939 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71939).

For quantitative real-time (qRT-PCR) validation, we initially selected genes showing differences in expression ⩾1.5-fold, a total of 143. From those we considered genes included in representative enriched functional categories, pathways or gene networks. Finally, we selected eight genes based on their functions and possible involvement in mediating cocaine effects and neuroadaptations, in which expression had not previously been found to be altered by cocaine. Selected genes were validated using qRT-PCR and further assessed in new experiments at different time points (2, 4, 5, 6, 7, 8 and 10 h) after a cocaine acute exposure (0 vs 5 μM) with three replicates per condition. We performed a relative quantification of the results of the qRT-PCR experiments using glyceraldehyde-3-phosphate dehydrogenase and hypoxanthine phosphoribosyltransferase (*HPRT1*) expression for normalization.

### Calcium imaging and neuronal activity monitoring

We used calcium imaging (Fluo-4-AM) to monitor changes in neuronal activity in differentiated SH-SY5Y cells at 0, 1, 5 and 10 μM cocaine–HCl exposure as previously described.^26^ Recordings were performed during 15  min per condition, assessing over eight replicates (160–240 active neurons per condition).

### Subjects

Seven genes showing differential expression profiles after an acute cocaine treatment were selected to perform a case–control association study on cocaine dependence. The clinical sample included 806 cocaine-dependent subjects according to DSM-IV TR criteria (Diagnostic and Statistical Manual of Mental Disorders, 4th edn, text revision) seeking treatment in the 'Addiction and Dual Diagnosis Unit' of Vall d'Hebron Hospital (Barcelona, Spain) and 817 sex-matched healthy controls (see Supplementary Table 1 for details). The controls were recruited at the Blood and Tissues Bank of Vall d'Hebron Hospital; none of them had injected drugs intravenously. All individuals were Spanish and Caucasian, with the two last names (one from each parent) of Spanish origin. All of them signed the informed consent, previously approved by the Ethics Committee and were evaluated according to the 'Addiction and Dual Diagnosis Unit' protocol.^27^ DNA samples were isolated from peripheral blood. Population stratification was previously discarded in our sample.^15^

### SNP selection and genotyping

A total of 22 SNPs within seven candidate genes were selected based on their predicted functional effect using the FuncPred software (http://snpinfo.niehs.nih.gov/snpinfo/snpfunc.htm) and two additional SNPs at the *SEMA6D* gene associated with substance dependence in a previous genome-wide association study^28^ were also included in the assay. Finally, 23 SNPs were successfully genotyped with KASP technology with an average genotype call rate of 98.2%, and further evaluated in a case–control association study.

### Functional evaluation of SNP effects on microRNA regulation using a luciferase assay

The effect of SNPs showing consistent predictions on microRNA regulation (using different software tools, see Supplementary Information) was experimentally tested by a luciferase reporter system in HeLa and in SH-SY5Y cells. The 3′-untranslated regions containing both alleles of each SNP were cloned in the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega, Madison, WI, USA) and cotransfected into HeLa and SH-SY5Y cells with the corresponding microRNA cloned in a pCMV-MIR vector (OriGene, Rockville, MD, USA). Luciferase expression was assessed using the Dual-luciferase Reporter Assay System (Promega).

### Neuroimaging genetics studies

The effect of *NFAT5* SNPs on regional brain volumes was tested using neuroimaging and genetic data of 1300 self-reported healthy adults from the Dutch Cognomics Resource Brain Imaging Genetics (http://www.cognomics.nl).^29^ Seven regions of interest known to be involved in drug addiction^30^ (orbitofrontal cortex, prefrontal cortex, nucleus accumbens, putamen, caudate nucleus, hippocampus and insula) were assessed in the discovery sample (*n*=645, scanned at 1.5 Tesla) and then in the replication sample (*n*=655, scanned at 3 Tesla; Supplementary Table 2).

### Statistical analyses

We used the *affy* library to perform background correction, normalization and summarization, considering the background method, the Robust Multichip Average method and the median polish method, respectively.^31^ Genes were filtered by signal (threshold log2(40)), and the expression profiles were compared using the limma library. We used DAVID Annotation Tool^32^ for the functional enrichment clustering and the Ingenuity Pathway Analysis v8.8 software (http://www.ingenuity.com/products/ipa) for gene network and canonical pathway enrichment analyses. WebGESTALT was used for microRNA-binding site enrichment analyses considering upregulated and downregulated subsets of genes separately.^33^

The minimal statistical power in the case–control association study was estimated *post hoc* considering the SNP with the lowest minimum allele frequency (MAF = 0.143) and assuming an additive model of inheritance, with an estimated statistical power of 98% using the software Power Calculator for Genetic Studies (http://sph.umich.edu/csg/abecasis/CaTS). Analysis of Hardy–Weinberg equilibrium and the comparison of genotype frequencies between cases and controls under an additive model were performed using the *SNPassoc* R package.^34^ Significant *P*-values were adjusted for age. Bonferroni correction for multiple testing was applied considering 22 independent tests (*P*<0.0022).

For cytotoxicity, qRT-PCR, calcium imaging and luciferase experiments, differences between conditions were evaluated with the IBM SPSS Statistics Software Version 22.0 (Released 2013; IBM, Armonk, NY, USA) using a Mann–Whitney non-parametric *U*-test, as normality was rejected using the Kolmogorov–Smirnov test (as expected, given the small number of samples), and statistical significance was set at *P*<0.05. Brain volume analyses were performed by linear regression using PLINK software (http://pngu.mgh.harvard.edu/~purcell/plink/).

## Results

Under the hypothesis that cocaine-induced gene expression changes may highlight novel candidate genes predisposing to cocaine dependence, we performed an *in vitro* study in a dopaminergic neuron-like model to assess transcriptional changes induced by cocaine. Subsequently, we tested those genes showing differential expression as potential candidates for cocaine dependence through a case–control association study.

### Cocaine-induced changes in gene expression in SH-SY5Y cells differentiated to dopaminergic neurons

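SH-SY5Y is a human neuroblastoma cell line that takes on neuronal features in retinoic acid, and the cells were kept without retinoic acid for 24 h before cocaine. CYP26A1, which encodes an enzyme that breaks down retinoic acid and is itself induced by it, had log2 signals of 5.01, 10.69 and 10.99 on the untreated arrays 1, 2 and 3 at 6 h, and of 4.95 to 5.61 on the 6 arrays of cocaine-treated cells. Its relative CYP26B1 was at 8.48, 12.33 and 12.18 on those untreated arrays, the retinaldehyde reductase DHRS3 at 6.81, 10.78 and 10.66, and the retinoic acid receptor RARB at 8.41, 9.83 and 9.89. At 24 h, CYP26A1 was at 5.40, 6.04 and 9.55 in untreated cells and at 4.92 to 6.31 in treated cells.

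RNA was pooled from 3 dishes per replicate and measured on 18 Affymetrix U133 Plus 2.0 arrays, with 3 arrays for each of 0, 1 and 5 μM cocaine at 6 h and 3 for each dose at 24 h. The authors made the deposited log2 values with RMA (background correction, normalization and median polish), separately for each time. The deposited table holds every probe set of the array, each a group of probes against 1 transcript or a family of them, so the signal filter was not applied to it. Here a probe set was kept when its mean over the 9 arrays of a time was above log2(40) and the annotation gave a gene symbol. This left 22455 probe sets at 6 h, those with 1 symbol covering 11943 genes, and 24307 at 24 h. Doses were compared with limma on the 9 arrays of a time, at a Benjamini-Hochberg adjusted p under 0.10, and 29 gene lists set before the data were examined were tested with camera. The median log2 signal per array was 4.96 to 5.01 at 6 h and 5.30 to 5.35 at 24 h, and the 3 arrays per group limit the precision. The hybridization control bioD, a bacterial transcript added to each sample and not part of the cells, lay between -1.36 and -1.27 relative to the control cre on the untreated arrays of 6 h. It lay between -1.86 and -1.73 on the 6 cocaine arrays of 6 h and between -1.46 and -1.30 on the 9 arrays of 24 h, while 2 further controls of this kind, bioB and bioC, overlapped between the doses at 6 h. At 24 h both were higher at 5 μM than without cocaine by 0.133 relative to cre, without overlap (2.34 and 3.14 pooled SDs, exact permutation test, 2-sided p = 0.1 each, the smallest possible).

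**Figure D1:**
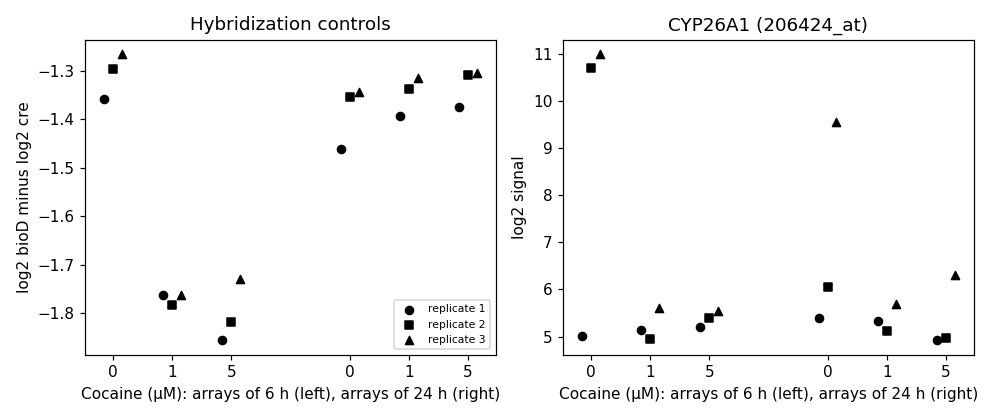
Each point is 1 array, placed by cocaine dose in μM, with the arrays of 6 h on the left and of 24 h on the right of each panel and the marker giving the replicate number. The left panel shows log2 bioD minus log2 cre, from -1.36 to -1.27 without cocaine and from -1.86 to -1.73 with cocaine at 6 h, and the right panel shows the log2 signal of CYP26A1, at 10.69 and 10.99 on 2 untreated arrays of 6 h.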

SH-SY5Y cells differentiated to dopaminergic neurons (Supplementary Figure 1) showed no cocaine cytotoxic effects at any of the conditions under study (data not shown), and gene expression experiments were conducted at 6 or 24 h after 30  min of cocaine treatment at 0, 1 and 5 μM. 

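At 6 h after 5 μM cocaine, 352 probe sets were higher and 318 were lower than in untreated cells, for 598 genes. With each array centred on its median, 311 were higher and 490 lower. The largest increases were those of DDX17, an RNA helicase with a role in splicing, at a log2 fold change of 1.37 (standard error 0.276, adjusted p = 0.0692 from limma), of MALAT1, a long noncoding RNA of the nucleus, at 1.29 (standard error 0.184, adjusted p = 0.0367) and of HSP90B1, a chaperone of the endoplasmic reticulum, at 1.12 (standard error 0.0975, adjusted p = 0.0176). SMCHD1, which takes part in gene silencing, LMO7, the nuclear pore protein TPR, C5orf24 and LARS1, the leucyl-tRNA synthetase, followed with log2 fold changes from 0.94 to 1.12. The largest decreases were those of COX3, a mitochondrially encoded subunit of cytochrome c oxidase, at -0.92 (standard error 0.0967, adjusted p = 0.0176 from limma), the protein kinase PRKD2 at -0.85, the exonuclease ERI1 at -0.82 and RASL10B at -0.81. NFIA, a transcription factor of the nuclear factor I family, was at -0.74 and ATP8B1, a phospholipid transporter, at -0.66. LMO7 in untreated cells and PRKD2 at 5 μM had mean signals of 5.08 and 5.16, below log2(40), so the sizes of these 2 changes are less certain. The brightest probe set of MALAT1 had a log2 fold change of -0.09 (adjusted p = 0.766 from limma). That of HSP90B1 was higher at 0.51 (adjusted p = 0.0529 from limma). All 670 changed probe sets had their 3 treated arrays on 1 side of the 3 untreated arrays, an arrangement that chance gives for 10% of probe sets and that held for 1816 higher and 2942 lower ones among the 22455 tested. Over the same arrays, bioD relative to cre changed by -0.495 from 0 to 5 μM (exact permutation test, 2-sided p = 0.1, the smallest that 3 arrays against 3 allow), while bioB and bioC relative to cre changed by 0.0379 and 0.0159, with overlap (exact permutation test, p = 0.6 each). With the replicate number as a block the count was 4184, with 1740 higher and 2444 lower. Without untreated array 1, 2 or 3 it was 2432, 29 or 66, without 1 μM array 2 or 3 it was 233 or 378, and without 5 μM array 1, 2 or 3 it was 87, 0 or 1 (limma, 2814 at an unadjusted p under 0.05 where it was 0).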

After 6 h of an acute 30-min exposure to 5 μM cocaine, 756 genes exhibited significantly altered expression levels when compared to untreated cells (419 upregulated and 337 downregulated; Supplementary Table 3). 

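Among 85 chromatin modifiers measured, 4 were lower at 5 μM cocaine and 6 h and none was higher, each gene taken at its brightest probe set (0 higher and 10 lower when adjusted over the list alone). The 4 were SMARCC2, a subunit of SWI/SNF remodelling complexes, at a log2 fold change of -0.28 (standard error 0.0542, adjusted p = 0.0646 from limma), the histone deacetylase HDAC7 at -0.33, the histone methyltransferase KMT2B at -0.29 and the remodelling ATPase SMARCA5 at -0.25. Counting a gene by any of its probe sets, 10 were higher and 5 lower, with the methyltransferases KMT2C at 0.57 and KMT2A at 0.43 and the chromatin protein EP400 at 0.77. Of 96 genes of splicing and RNA processing, SRRM2 was higher at 0.60, none was lower (the same when adjusted over the list alone), and 14 were higher by any probe set, among them SF3B1 at 0.69, SFPQ at 0.80 and SFSWAP at 0.74. Of 60 genes of neurites and the actin cytoskeleton, DBN1, ROCK1 and TWF1 were lower at -0.20, -0.32 and -0.26 and none was higher (0 and 3 over the list alone), while 7 were higher and 4 lower by any probe set, with WASL, an activator of actin branching, at 0.67 and CALD1 at 0.58. Of 44 genes of focal adhesion and the extracellular matrix, TES was lower at -0.30 (0 higher and 3 lower when adjusted over the list alone), and the phosphatase subunit PPP1CB was lower by another probe set at -0.49.

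MAPK signalling had 39 measured genes, of which the kinase RPS6KA1 was lower at -0.36 and none was higher (1 higher and 6 lower when adjusted over the list alone). By any probe set, the exchange factor SOS2 was higher at 0.94 and the receptor FGFR1 at 0.54, and SOS1 was lower at -0.22 and the scaffold protein MAPK8IP3 at -0.52. The phosphatase DUSP6, a target of this pathway, had a log2 fold change of -0.51 that did not pass (adjusted p = 0.113 from limma). With the replicate block it passed (adjusted p = 0.0317 from limma). In neurotrophin signalling, with 38 genes, the transcription factor FOXO3 was lower at -0.38 and none was higher (0 and 1 over the list alone), and by any probe set PIK3R3 was higher at 0.40 and YWHAZ lower at -0.46. Of 48 axon guidance genes, 1 was lower and none higher (0 and 1 over the list alone), with TRIO at 0.44 and ABLIM1 at 0.56 higher by other probe sets. No list among these 7 shifted as a whole in camera of limma, at adjusted p = 0.233 for chromatin modifiers, 0.442 for MAPK signalling, 0.530 for neurotrophin signalling and 0.929 for the other 4. In fry, which tests whether the genes of a list move one way on balance and sets no other genes beside them, MAPK signalling was lower (adjusted p = 0.0230 from limma), and with the replicate block so were chromatin modifiers and axon guidance (adjusted p = 0.0228 each). Camera and this form of fry look for a shift one way. In the form of fry that counts changes in either direction, 11 of the 29 lists passed. MAPK signalling (adjusted p = 1.3e-05 from limma) and chromatin modifiers (0.0104) were among them, and neurotrophin signalling was not (0.201). In splicing, axon guidance, neurites and focal adhesion the median and the mean of the members were below 0. The direction of these lists in camera was up. With the replicate block, members past the threshold by any probe set came to 17 higher and 21 lower in chromatin modifiers, 27 and 11 in splicing, 22 and 11 in neurites, 6 and 8 in focal adhesion, 3 and 17 in MAPK signalling, 6 and 7 in neurotrophin signalling and 11 and 10 in axon guidance. On the same arrays the log2 ratio of 3′ to 5′ signal of ACTB, a measure of RNA integrity and labelling, was 0.517 ± 0.0227 (SD, n = 3) at 5 μM and 0.853 ± 0.286 (SD, n = 3) in untreated cells (exact permutation test, 2-sided p = 0.1, the smallest possible). The ratio was 0.548 on untreated array 1 and 1.12 and 0.894 on untreated arrays 2 and 3, which were also high for CYP26A1.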

Analysis of functional group over-representation identified several processes, including regulation of transcription, chromatin modification, focal adhesion and cell projection, and also neurotrophin and MAPK signaling pathways, among others (Figure 1a). 

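Of 26 gene names read from the network in Fig. 1b, 23 were measured. By any of their probe sets 12 were higher and 11 lower at 5 μM cocaine and 6 h, with SIKE1 counted in both directions. Since the study drew the network from genes changed on these arrays, these counts are not independent evidence of direction. The largest increases were those of UHMK1, a kinase that phosphorylates splicing and RNA-binding factors, at a log2 fold change of 0.87 (standard error 0.189, adjusted p = 0.0803 from limma), and of SIKE1 at 0.80, by a probe set other than its brightest, which was lower at -0.51. AKAP13, an anchoring protein for protein kinase A, was higher at 0.68 (standard error 0.107, adjusted p = 0.0441 from limma), and SNTB2, a syntrophin, at 0.43, PLEKHA1 at 0.40, TCF7L1, a repressor in Wnt signalling, at 0.34, SAP30, a subunit of a histone deacetylase complex, at 0.33 and the repair enzyme APTX at 0.31. The cell cycle inhibitor CDKN1C was lower at -0.33 (standard error 0.0812, adjusted p = 0.0996 from limma), and CC2D1A was at -0.34, the repressor MNT at -0.31, to a mean of 5.23, below log2(40), the aminopeptidase NPEPPS at -0.29 and the fatty acid elongase ELOVL5 at -0.22. At the brightest probe set of each gene, 1 was higher and 8 lower (2 and 9 when adjusted over the list alone).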

Gene network construction showed a highly scored network (score=34, Figure 1b) involved in molecular transport, cellular development and cell-to-cell signaling and interaction. 

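Of 32 measured genes of neuregulin and ErbB signalling, none passed in either direction at its brightest probe set, over all genes or when adjusted over the list alone, while 3 were higher and 1 lower at 5 μM cocaine and 6 h by any probe set (limma). CBL, a ubiquitin ligase that removes ErbB receptors, was higher at a log2 fold change of 0.80 (adjusted p = 0.0520 from limma), the atypical protein kinase PRKCI at 0.46 (adjusted p = 0.0186) and BACE1, a protease that cleaves neuregulin, at 0.65 (adjusted p = 0.0796), and the 1 that was lower was NRG1. The focal adhesion kinase PTK2, at -0.21 (adjusted p = 0.130 from limma), and ERBIN, which binds the receptor ERBB2, at -0.25 (adjusted p = 0.155), did not pass. With the replicate block both passed (adjusted p = 0.0391 and 0.0653 from limma). Of 41 measured genes of CREB signalling, the kinase CAMKK2, which activates calcium/calmodulin-dependent kinases, was higher at 0.40 (standard error 0.0599, adjusted p = 0.0413 from limma) and the glutamate receptor subunit GRIN1 was lower. By other probe sets CAMK4, a kinase that phosphorylates CREB, was higher at 0.35 and GNAS, the stimulatory G protein subunit, lower at -0.32, and when adjusted over the list alone 1 was higher and 2 lower. ATF2, a transcription factor of the same family as CREB, was at -0.45 (adjusted p = 0.124 from limma, 0.0232 with the replicate block). Neither list shifted as a whole in camera, at adjusted p = 0.522 for neuregulin and 0.530 for CREB signalling from camera in limma, and in CREB signalling the median and mean lay just below 0 with the direction in camera up. In fry of limma, which does not set a list beside other genes, neuregulin and ErbB signalling was lower (adjusted p = 0.0230, and 0.00878 with the replicate block). On these arrays the ACTB ratio of 3′ to 5′ signal also differed, by -0.336 without overlap. Untreated arrays 2 and 3 were high for CYP26A1, so this shift cannot be laid to cocaine alone. The replicate block gave 6 higher and 7 lower by any probe set in neuregulin signalling and 10 and 6 in CREB signalling. In the form of fry that counts changes in either direction, CREB signalling passed without the block (adjusted p = 1.3e-05 from limma). Neuregulin and ErbB signalling did not (0.0614).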

The canonical pathways 'neuregulin signaling' and 'cyclic AMP response element-binding protein (CREB) signaling in neurons' were also altered (Supplementary Figure 2). 

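Supplementary Table 4 lists 22 genes, of which 21 were measured, and 20 of them were higher at 5 μM cocaine and 6 h by at least 1 probe set. These genes were drawn from those called higher on the same arrays, so their count is not independent evidence of direction. ARGLU1, a factor of transcription and splicing, had a log2 fold change of 0.76 (standard error 0.125, adjusted p = 0.0486 from limma), TEAD1, the transcription factor of the Hippo pathway, of 0.73 (standard error 0.109, adjusted p = 0.0413) and the endosomal protein WDFY1 of 0.70 (standard error 0.120, adjusted p = 0.0529). CEP350, a centrosomal protein, was at 0.63, OGT, the enzyme that attaches N-acetylglucosamine to proteins, at 0.58 from an untreated mean of 5.29, below log2(40), the Hippo kinase STK4 at 0.56 and the ubiquitin ligase scaffold CUL5 at 0.45. GGA1, a sorting protein of the Golgi, had 1 probe set higher at 0.37 and another lower at -0.25. At the brightest probe set of each gene 3 were higher and none lower, in both adjustments (limma, over all genes and over the list alone), with SART3 at 0.32, NAA15 at 0.42 and SYNC at 0.30, and the median over the 21 genes was 0.01. Binding sites in 3′ untranslated regions were not tested here. Over genes with several probe sets and none changed, the mean of the dimmer probe sets minus the brightest moved by 0.0457 from 0 to 5 μM on these arrays (exact permutation test, 2-sided p = 0.1, the smallest possible). This measure was 0.0107, -0.0456 and -0.0294 on untreated arrays 1, 2 and 3 and 0.0153 to 0.0325 at 5 μM.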

The analysis of enrichment of microRNA-binding sites identified miR-124a, with predicted targets in 22 genes upregulated by cocaine (see Supplementary Table 4). The validation assays of expression patterns at different time points for eight genes showing expression differences ⩾1.5-fold and involved in neuroadaptation, axon guidance, neuroplasticity, neurite outgrowth, neurotrophin signaling pathway or transcription regulation, confirmed increased expression around 6 h after cocaine exposure for ectodermal–neural cortex 1 (*ENC1*), nuclear factor-activated T-cells 5 (*NFAT5*), E74-like factor 1 (*ELF1*), protein phosphatase 1 regulatory subunit 9A (*PPP1R9A*), insulin-like growth factor 2 mRNA-binding protein 3 (*IGF2BP3*) and neuregulin 1 (*NRG1*), and decreased expression for semaphorin 6D (*SEMA6D*) (Figure 2).

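On the arrays of 6 h, the 5 μM cells had higher signals than untreated cells for ENC1, an actin-binding protein, at a log2 fold change of 0.74 (standard error 0.0986, adjusted p = 0.0340 from limma), and for PPP1R9A, which encodes neurabin, at 0.80 (standard error 0.0798, adjusted p = 0.0176). The transcription factors ELF1 and NFAT5 were higher at 0.80 (standard error 0.126, adjusted p = 0.0432 from limma) and 0.64 (standard error 0.143, adjusted p = 0.0845), and the RNA-binding protein IGF2BP3 at 0.84 (standard error 0.176, adjusted p = 0.0768). The semaphorin SEMA6D was lower at -0.72 (standard error 0.157, adjusted p = 0.0826 from limma), and NRG1, the signalling protein neuregulin 1, was lower at -0.67 (standard error 0.0877, adjusted p = 0.0340). For each gene all 3 arrays at 5 μM lay outside the range of the 3 untreated arrays, which chance gives for 10% of probe sets. Over the 20 to 22 settings run for each, PPP1R9A passed in 19, ENC1 in 18, NRG1 in 17, ELF1 in 16, NFAT5 and IGF2BP3 in 12 and SEMA6D in 11. These genes were picked by the study from its changes on the same arrays, so their directions here are not independent evidence.

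**Figure D2:**
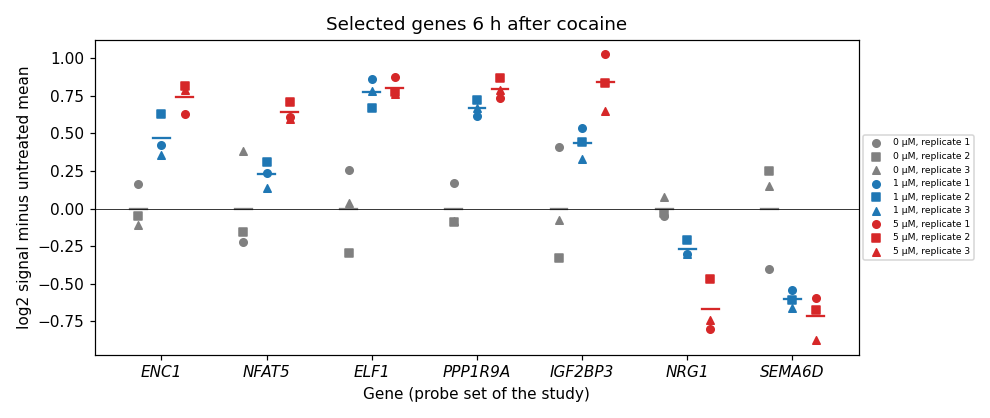
Log2 signal of each gene minus its mean over the 3 untreated arrays of 6 h, at the probe set of Supplementary Table 3, with 1 point per array, colours for the dose, markers for the replicate and a line at each group's mean. At 5 μM the means run from -0.72 for SEMA6D and -0.67 for NRG1 to 0.84 for IGF2BP3.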

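At 24 h, SCAMP1, which encodes a secretory carrier membrane protein, was lower after 5 μM cocaine by 3 probe sets, with log2 fold changes of -0.86 (standard error 0.0934, adjusted p = 0.0927 from limma), -0.73 and -0.58, and no other gene passed among 24307 probe sets. Its first 2 probe sets had log2 fold changes of 0.78 and 0.71 at 6 h. No probe set passed for 1 μM at 24 h (limma, 819 at an unadjusted p under 0.05) or for 1 μM at 6 h (3222 at an unadjusted p under 0.05, lowest adjusted p = 0.145). At 1 μM and 6 h, ELF1 had a log2 fold change of 0.77 (adjusted p = 0.145 from limma), PPP1R9A of 0.67 and SEMA6D of -0.60 (adjusted p = 0.188). ELF1, PPP1R9A and SEMA6D passed with the replicate block (adjusted p = 0.0296, 0.0367 and 0.0757 from limma). As groups, genes of oxidative phosphorylation and of the proteasome were higher at 1 μM and 6 h by camera in limma, with medians of 0.06 and 0.08 (53 of 68 and 25 of 31 members higher, adjusted p = 0.000312 and 0.00288). Retinoic acid response, G2/M and chromatin genes were lower, with medians of -0.19, -0.09 and -0.06 (adjusted p = 0.00288, 0.0196 and 0.0196 from the same limma test). The retinoic acid targets CYP26A1, CYP26B1 and DHRS3 were high on untreated arrays 2 and 3 only and at the level of treated cells on untreated array 1. RARB was at 8.41 on untreated array 1, above the 7.88 to 8.32 of the 6 treated arrays. All these genes were highest on untreated arrays 2 and 3, so the call of this list cannot be laid to cocaine alone. All 5 calls were lost with an estimated correlation (adjusted p = 0.948 with an estimated correlation), and no member passed by itself over all genes (0 higher and 7, 2 and 2 lower in the last 3 lists when adjusted over the list alone, 0 in the first 2). Without untreated array 2 or 3 or 1 μM array 1 the number of lists shifted was 2, 2 or 1. It was 2 with the mean over the probe sets of a gene and 3 with quantile normalization. The 1 μM arrays of 6 h had bioD relative to cre between -1.78 and -1.76. With the replicate block, 2818 probe sets passed for 1 μM at 6 h, 1147 higher and 1671 lower, and without untreated array 1 the count was 962. At 24 h the SCAMP1 count of 3 was 2 with the block, 2 without 5 μM array 3, 3 without untreated array 1 and 0 without any 1 of the 7 other arrays (limma, 1143 to 2304 at an unadjusted p under 0.05).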

No differences in gene expression were observed in the microarray experiments when cells were treated with 1 μM cocaine or 24 h after exposure. In order to explain the lack of changes observed at this concentration, we hypothesized that neuronal activation may co-occur with transcriptional changes above a specific threshold of cocaine concentration, and 1 μM cocaine may not be sufficient to induce detectable changes in neuronal activity nor in gene expression. For this purpose, we investigated neuronal network activity by means of calcium imaging after exposure to different cocaine concentrations (Figure 3a). We observed a concentration-dependent progressive increase in neuronal response and firing amplitude (Figures 3b and c). No changes in the percentage of active neurons were observed when we compared 0 and 1 μM cocaine treatment (22 and 26%, *P*=0.44), nor in the average number of firing/neuron (0.4 and 0.5 firings/neuron, *P*=0.40) (Figures 3d and e). Increases in active neurons and a higher number of firings/neuron, however, were detected after exposure to 5 μM (64%, *P*=8.7e−05; 1.4 firings/neuron, *P*=0.047) or 10 μM cocaine–HCl (67%, *P*=1.5e−06; 1.9 firings/neuron, *P*=3.6e−03) compared to 0 μM (Figures 3d and e). 

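Between 1 and 5 μM cocaine at 6 h, no probe set passed (limma, 1448 at an unadjusted p under 0.05, lowest adjusted p = 0.393), and MALAT1 had the log2 fold change 0.95 and NFAT5 0.41 from 1 to 5 μM (adjusted p = 0.543 and 0.707 from limma). Genes of oxidative phosphorylation, the mitochondrial respiratory chain, were lower at 5 than at 1 μM as a group, with 63 of 68 members lower and a median of -0.06 (adjusted p = 9.6e-07 from camera in limma). This call was lost with an estimated correlation (adjusted p = 0.961 with an estimated correlation), and no member passed over all genes or when adjusted over the list alone. Genes of the proteasome passed with the replicate block only, with 26 of 31 lower (adjusted p = 0.101 without and 0.0463 with the block from camera in limma, adjusted p = 0.877 with an estimated correlation). Of the 670 probe sets changed at 5 μM, 98.2% had the same sign at 1 μM against the same untreated arrays, with a median log2 fold change of 0.25 in the direction of the change. Simulated groups with no effect against shared untreated arrays gave 92.7% and 0.104, with a smaller median at 5 μM as well, 0.210 against the observed 0.394, so the medians at 1 μM are not on one footing. Across all probe sets, which are not independent replicates, the log2 fold changes of the doses had r = 0.768 and a covariance of 0.0232, against 0.501 and 0.00769 in the simulation. Simulated with the spread that is left with the replicate block, the median was 0.0771 and the covariance 0.00288. Part of the excess may come from the shared untreated arrays, which are too few to be split. With the replicate block 687 probe sets were higher at both doses and 1108 lower at both, where independent lists would share 88.9 and 182, a figure that leaves out the shared untreated arrays and so gives no measure of a shared effect.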

The absence of differences in neuronal activity below 1 μM correlates with the lack of differences observed in gene expression at this cocaine concentration.

### Case–control association study on cocaine dependence

The seven genes that showed cocaine-induced expression changes validated by qRT-PCR were subsequently considered as candidates to contribute to cocaine dependence susceptibility. Twenty-three potentially functional SNPs in genes showing cocaine-induced changes in expression levels (*NFAT5*, *ELF1*, *PPP1R9A*, *SEMA6D* and *IGF2BP3*) were subsequently followed-up in a case–control association study of 806 cocaine-dependent patients and 817 sex-matched healthy controls. All SNPs, except for rs854524, not considered in the subsequent analyses, were in Hardy–Weinberg equilibrium both in cases and in controls (Supplementary Table 5).

The single-marker analysis showed that five SNPs in the 3′-untranslated region of the *NFAT5* gene were associated with cocaine dependence, and two of them (rs1437134 and rs7359336, in high linkage disequilibrium) survived the Bonferroni correction for multiple testing (Table 1; Supplementary Table 5; Supplementary Figure 3). All five variants were predicted to alter binding sites for microRNAs (Supplementary Figure 4) and two of them, rs1437134 and rs11641233, were predicted to alter hsa-miR-509 and hsa-miR-649 binding to the *NFAT5* messenger RNA by at least three different software tools. We subsequently focused on these two SNPs and performed a luciferase reporter assay in HeLa and SH-SY5Y cells. A significant decrease in gene expression was observed for allele rs1437134G compared to allele rs1437134A, both in HeLa and in SH-SY5Y cells (9 and 13%, respectively; Figure 4). In the presence of the microRNA hsa-miR-509, the decrease in gene expression shown by rs1437134G, compared to rs1437134A, was more pronounced in both cell lines (31% in HeLa and 21% in SH-SY5Y; Figure 4). In contrast, no effect on gene expression was detected for rs11641233 in the presence of hsa-miR-649 (data not shown).

Finally, as NFAT5 is a member of the NFAT protein family, involved in axon guidance, and it is highly expressed in the developing and adult brain, we tested possible effects of *NFAT5* variation on brain volumes using brain imaging data. In this way, we aimed at identifying potential mechanisms mediating the effect of this gene on addiction risk. However, no significant correlations were observed between brain volumes in the regions of interest and any of the SNPs investigated (Supplementary Table 6).

## Discussion

This study aimed at uncovering genes mediating cocaine's effects in an *in vitro* model that could eventually participate also in the susceptibility to cocaine dependence. For this purpose, we first identified genes showing differential expression under cocaine exposure in a dopaminergic cell model, and we subsequently investigated their possible role in the predisposition to cocaine dependence by assessing functional common genetic variants through a case–control study. The results of our experimental design pointed at *NFAT5*, which is upregulated by cocaine and bears functional risk variants for cocaine dependence.

To our knowledge, this is the first study assessing gene expression changes induced by cocaine in a dopaminergic cell model, with dopaminergic neurons being the key of the reward system and cocaine pleasurable effects. For this purpose, we used the SH-SY5Y cell line differentiated with retinoic acid, which shows neuron-like morphology, has increased DA content, expresses neuronal and dopaminergic markers, has functional DA transporter, and features excitability, potential propagation and enhanced dopaminergic neurotransmission.^35, 36, 37, 38^

*In vitro* studies assessing the effect of cocaine exposure on gene expression have previously been performed in neuronal progenitor or fetal cells to study prenatal brain alterations, and showed changes in immune and inflammatory responses, and cell-death related genes.^25, 39, 40^ Under our experimental conditions, changes in expression were detected for genes involved in transcription, transport, cell cycle, cell projection and adhesion, and MAPK and CREB signaling, which is in agreement with previous gene expression studies after cocaine abuse performed in humans and animals.^4, 5^ Several genes showing differential expression in our study were also found altered in previous studies performed in human post-mortem samples and rat models, including *ADORA1* (adenosine A1 receptor), *CALM2* (calmodulin 2), *GRIN1* (glutamate receptor, ionotropic, *N*-methyl d-aspartate 1), *LAMB1* (laminin beta 1) and *SMN1* (survival of motor neuron 1, telomeric; see Supplementary Table 3).^41, 42, 43, 44, 45, 46^ We detected the effect of cocaine exposure on SH-SY5Y cells at 6 h after 5 μM cocaine treatment. This is different from a previous study by Crawford *et al.*^25^ in human neuronal progenitor cells showing gene expression changes 24 and 48 h after only 1 μM cocaine treatment. 

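ADORA1, the adenosine A1 receptor, was lower on the arrays at 5 μM cocaine and 6 h at a log2 fold change of -0.38 (standard error 0.0850, adjusted p = 0.0841 from limma), and GRIN1, the obligatory subunit of NMDA receptors, at -0.48 (standard error 0.0662, adjusted p = 0.0353). LAMB1, a laminin chain of the extracellular matrix, was at -0.23 at its brightest probe set (adjusted p = 0.121 from limma, 0.0441 with the replicate block) and at 0.18 at another (adjusted p = 0.308). The probe set that Supplementary Table 3 gives to it has no symbol in the annotation used here, and with such probe sets kept it was higher at 0.41 (adjusted p = 0.0933 from limma), as in that table. The study names these genes from its own changes on the same arrays, so they are not independent evidence. It also names CALM2 and SMN1, for which no values are given here. Of 54 genes of the G2 and M phases, INCENP was higher at 0.45 and MAD1L1, a spindle checkpoint protein, lower at -0.30 (1 higher and 1 lower when adjusted over the list alone), and 44 lay below 0, with a median of -0.10 for the list (adjusted p = 0.0202 from camera in limma). By any probe set 4 were higher, with CDCA2 at 0.87, ASPM at 0.77 and ATAD2 at 0.59, and 1 was lower (7 and 13 with the replicate block). The list's call was lost with an estimated correlation (adjusted p = 0.984 with an estimated correlation) and without untreated array 2 or 3 or 5 μM array 1 (adjusted p = 0.0749, 0.135 and 0.311 from camera in limma). Untreated arrays 2 and 3 also had the highest CYP26A1 signals and ACTB ratios of 3′ to 5′ signal at 6 h. The call of the G2 and M list thus cannot be laid to cocaine alone. Of 37 genes of the G1/S transition none passed at its brightest probe set, in both adjustments (limma, over all genes and over the list alone), and the replication factor GINS2 was higher at 0.31 by another probe set, while with the replicate block 1 was higher and 2 lower at the brightest. This list did not shift in camera of limma (adjusted p = 0.522), where its direction was up and its median and mean were below 0. The paper states that changes were detected for genes of transcription, transport, cell cycle, cell projection, adhesion and MAPK and CREB signalling, and it sets them beside earlier studies of humans and animals.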

The results of the transcription analysis correlated with our calcium imaging experiments, a technique previously employed in SH-SY5Y cells to assess caffeine and carbachol effects,^47^ that revealed significant increases in neuronal activity after exposure to 5 μM cocaine, but almost no activity changes under 1 μM cocaine. This is consistent with previous studies detecting cocaine concentrations in the caudate-putamen of cocaine abusers in the range of 0.8–1.8 μM (average about 1 μM) during the 30  min after an intravenous cocaine dose of 0.1 mg kg^−1^,^48^ a dose that was not sufficient to produce a subjective ‘high', rush and craving in humans;^1^ these were only observed at higher intravenous doses (0.3 and 0.6 mg kg^−1^, commonly used by cocaine abusers). Thus, 1 μM cocaine in dopaminergic regions of the brain (after a 0.1-mg kg^−1^ dose) would not be enough to produce those cocaine effects, which may correlate with our findings obtained in neuronal activity and expression studies *in vitro*.

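Of the 670 probe sets changed at 5 μM cocaine and 6 h, 104 differed from untreated cells at least 1.5-fold, and the median change was 0.394 on the log2 scale (limma). ENC1 was 1.67-fold and PPP1R9A, which encodes neurabin, 1.74-fold higher, and HSP90B1, the chaperone, stood 2.17-fold above untreated cells. At its brightest probe set HSP90B1 was 1.43-fold higher (adjusted p = 0.0529 from limma). SEMA6D fell to 0.609 of the untreated level. The 3 arrays per dose limit how finely such folds can be ranked. In data simulated from these arrays, with 50 probe sets changed at each size, 52% of changes of 0.4, 84% of changes of 0.6 and 98% of changes of 0.8 on the log2 scale were recovered among 22455 probe sets, and 19 of 186 called ones had not been changed.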

Among the genes showing the most pronounced expression changes after exposure to 5 μM cocaine, we selected some showing functions that could potentially mediate cocaine effects and participate in neuronal circuit remodeling and neuroadaptations that lead to cocaine dependence. We succeeded in validating expression changes for seven of the eight selected genes, *ENC1*, *NFAT5*, *ELF1*, *PPP1R9A*, *SEMA6D*, *IGF2BP3* and *NRG1*, whose expression had not previously been described to be altered after exposure to cocaine*. 

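These genes have further probe sets on the arrays. NFAT5 was measured by 2 others at 6 h, the brightest with a log2 fold change of -0.15 (adjusted p = 0.432 from limma) and the dimmest with 0.55 (adjusted p = 0.407), neither of which passed. The brightest probe set of ELF1 was at -0.04 (adjusted p = 0.866 from limma) and that of ENC1 at 0.15 (adjusted p = 0.283). IGF2BP3, an RNA-binding protein of fetal tissue and tumours, had 2 brighter ones at 0.14 and 0.08, and PPP1R9A had a brighter one at 0.20 (adjusted p = 0.464 from limma) and a dimmer one that was higher at 0.44 (adjusted p = 0.0413). NRG1 had a brighter one at 0.40 (adjusted p = 0.410 from limma, 0.0895 with the replicate block). Those of SEMA6D were dimmer, at -0.30 and 0.00. The probe set with the brightest signal among those kept was the one that changed for SEMA6D and not for the other 6 genes.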

ENC1* (NRP/B) is primarily expressed in neurons and encodes an actin-binding protein that induces neurite outgrowth and has a role in nervous system development and differentiation.^49, 50^ *PPP1R9A* is also expressed in neurons; it encodes Neurabin-1, a synaptic protein that controls neuronal actin cytoskeleton and reorganization and is involved in neurite formation.^51, 52^ Semaphorin 6D, encoded by *SEMA6D*, is involved in axon guidance, and SNPs in this gene have previously been associated with substance dependence in a genome-wide association study.^28, 53, 54^ Other semaphorins have also been found upregulated by cocaine in animal and human studies.^44, 55^ *IG2BP3* is involved in neuronal differentiation and Neuregulin1, encoded by *NRG1*, is a signaling protein that mediates cell-to-cell interactions, neuronal survival, synaptic maturation and maintenance, growth cone dynamics and trafficking of neurotransmitter receptors.^56, 57^ Both *ELF-1* and *NFAT5* encode transcription factors that have been studied mainly in lymphoid cells and immune response. ELF-1 binds to the EBS elements of NFAT1, another NFAT family member.^58^

We subsequently considered these seven genes, which could mediate cocaine's effects and neuroadaptations, as candidates for participating in the susceptibility to cocaine dependence. Functional SNPs in these genes, selected as potential risk factors for this phenotype, were assessed in our Spanish sample of cocaine-dependent patients and controls. Our case–control association study with common genetic variants pointed to five SNPs in *NFAT5* as risk factors for cocaine dependence, with rs1437134 surviving the Bonferroni correction for multiple testing and showing evidence of functional effects on gene expression. The risk allele for cocaine dependence, rs1437134G, determined a decreased *NFAT5* expression, an effect that was more pronounced in the presence of the microRNA hsa-miR-509 in the two cell lines tested. Previous studies support a link between the effects of cocaine and microRNAs. Cocaine chronic exposure resulted in increased Ago2 messenger RNA and protein in the striatum (a key brain region involved in addiction), and consequently an alteration of microRNA expression levels.^59^ Also, cocaine administration induced expression changes in a wide range of microRNAs in dopaminergic neurons in the striatum.^60^ A subset of these microRNAs upregulate genes known to influence the motivational properties of cocaine in mice, such as *Bdnf*, *FosB* and *Cdk5r1*.^60^ 

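The genes called higher at 5 μM cocaine and 6 h often had several probe sets on the arrays. Of 311 probe sets called higher from genes with several kept, 10.6% were the brightest of their gene, against 42.4% of those called lower and 38.0% of those not called. For SF3B1, SMAD5 and BMPR2, a splicing factor and members of BMP signalling, at least 2 probe sets were higher. The other 656 probe sets of genes called higher had a median log2 fold change of 0.02 in that direction (95% bootstrap interval 0.00222 to 0.0342), where the called ones had 0.46. For genes called lower the other 353 had a median of 0.05 towards lower (0.0267 to 0.0617), where the called ones had 0.33. All other genes had medians of -0.0194 towards higher and 0.0130 towards lower, so the medians of 0.02 and 0.05 both lay further in the called direction. With only probe sets above log2(100) the median for genes called higher was -0.01, and with the replicate block it was -0.01. All other genes had -0.0288 and -0.0308 towards higher in these settings.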

Additional evidence suggesting that cocaine may exert its effects on gene expression through the regulation of the microRNA machinery was also found in our study, as an enrichment of predicted binding sites for miR-124a was observed among the list of genes found upregulated by cocaine. Interestingly, miR-124a has previously been reported to be downregulated in SH-SY5Y cells after exposure to cocaine and in the mesolimbic dopaminergic system after chronic cocaine administration.^61, 62^

Our expression and case–control association studies suggest that *NFAT5* may contribute to the vulnerability to cocaine dependence, which is in agreement with previous evidence suggesting that cocaine-induced activation of gene expression may be partially mediated by NFAT-dependent transcription.^63^ Transcription regulated by NFAT is shown to be induced by DA receptor stimulation. Cocaine triggers striatal NFAT4c nuclear translocation, possibly through a DA increase in the synaptic cleft produced by this drug.^63^ 

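Of 29 measured genes of NFAT and calcineurin signalling, which links calcium to transcription, none passed at its brightest probe set over all genes at 5 μM cocaine and 6 h, and 1 was higher and 3 were lower when adjusted over the list alone (limma). By any probe set 2 were higher, NFAT5 itself and NFATC2IP, which binds NFAT proteins, at a log2 fold change of 0.46 (adjusted p = 0.0883 from limma). NFATC1, a calcineurin-dependent NFAT protein, was at -0.37 (adjusted p = 0.116 from limma, 0.0611 with the replicate block). CABIN1, an inhibitor of calcineurin, was at -0.28 (adjusted p = 0.137, 0.0298 with the block) and the calcium channel ORAI1 at -0.18 (adjusted p = 0.155, 0.0466 with the block). The kinase GSK3A, which acts on NFAT proteins, was at 0.19 (adjusted p = 0.163, 0.0599 with the block). These 4 did not pass without the block and passed with it. The list did not shift as a whole (adjusted p = 0.979 from camera in limma, direction up, with median and mean below 0). Of the 6 measured genes that NFAT5 induces under high tonicity, none passed in either direction, over all genes or when adjusted over the list alone. The taurine transporter SLC6A6 was at 0.21 (adjusted p = 0.425 from limma, 0.0688 with the replicate block, where it alone of the 6 passed) and the chaperone HSPA4L at 0.15 (adjusted p = 0.811), and the list's median was 0.08 (adjusted p = 0.522 from camera in limma). With the replicate block 11 NFAT and calcineurin genes were higher and 7 lower by any probe set.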

Interestingly, *NFAT5* was present in the gene network identified, and NFAT canonical pathways were significantly over-represented in our gene expression study (Figure 1b; Supplementary Figures 2 and 5), which means that several genes regulated by NFAT or encoding related proteins are also differentially expressed after cocaine exposure. The NFAT family is involved in axonal growth and guidance by calcineurin/NFAT signaling pathway. NFAT5 (also known as TonEBP), however, differs from the other family members, as it does not have the calcineurin-binding domain.^64, 65^ It has been involved in regulating response to osmotic stress and hypertonicity in several cell types, including T cells, kidney and neurons, and its activation also upregulates its own transcription.^64, 66, 67, 68, 69^ It is highly expressed in the brain at embryonic stages, but little is known about its function in the brain.^66, 70^ Interestingly, a recent study suggests that NFAT5 could participate in DA synthesis and secretion in renal proximal tubule cells.^71^ If NFAT5 is involved in DA neurotransmission in the brain, genetic variants within this gene may predispose to cocaine dependence through changes in DA activity. This would be in agreement with ‘the reward deficiency syndrome' hypothesis, which postulates that hypodopaminergic activity predisposes to cocaine addiction.^72^

Considering all these data, NFAT5, a transcription factor, could be an important mediator of cocaine's effects by activating NFAT-dependent transcription as well as dopaminergic activity. Cocaine might activate NFAT5 nuclear translocation, as it was shown for another member of the NFAT family,^63^ being responsible for cocaine-induced changes in gene expression, including its own upregulation. It is thus tempting to speculate that genetic variants impacting *NFAT5* will cause an effect on the expression of relevant downstream genes and on DA activity, which could eventually contribute to cocaine dependence phenotypes.

This study should be viewed in terms of several strengths and limitations. Some strengths are as follow: (i) through a comprehensive hypothesis-free study, we have identified variants in a gene that seem to have a functional impact and that may participate in cocaine dependence; (ii) gene expression changes detected with microarrays were validated and are consistent with other studies; (iii) the clinical sample was evaluated by members of the research team in a single hospital following the same clinical assessment; (iv) all individuals, cases and controls, were Spanish, Caucasian and from the same small geographical area in Barcelona, Spain. Some limitations of the study, however, should be recognized: (i) cocaine effects on gene expression and neuronal activity were performed in a dopaminergic neuron-like model, from a tumor cell line, and thus they may differ from those taking place in the brain; (ii) the limited number of replicas in the microarray study may have prevented us from identifying existing differences in gene expression; (iii) in the association study, SNPs in the candidate genes were not selected under genetic coverage criteria, and thus, other variants not tested by us may be involved in cocaine dependence predisposition; (iv) cocaine dependence was not discarded in the control sample, which could lead to false-negative findings in our association study; (v) the SNPs found associated were not assessed in a replication sample; (vi) the functional effect of SNPs on microRNA regulation was studied *in vitro* with a reporter system and overexpressing the microRNAs, and may differ considerably from real conditions; (vii) we had a large sample for the neuroimaging genetics study, but we only tested few brain phenotypes, based on earlier findings on regions of interest to addiction rather than testing brain-wide effects.

To sum up, our data indicate that cocaine-induced changes in gene expression occur in differentiated SH-SH5Y cells a few hours after exposure to the drug, which are related to regulation of transcription and gene expression, cellular movement and neuronal adaptations. These changes occur at 5 μM cocaine, a concentration that increases neuronal activity and firing. Additional evidence suggests that a common functional variant in one of the genes showing increased expression after cocaine exposure, rs1437134 in *NFAT5*, may contribute to cocaine dependence. However, further genetic and functional studies of *NFAT5* are needed to confirm its role in cocaine dependence.

## Figures and Tables

**Figure 1:**
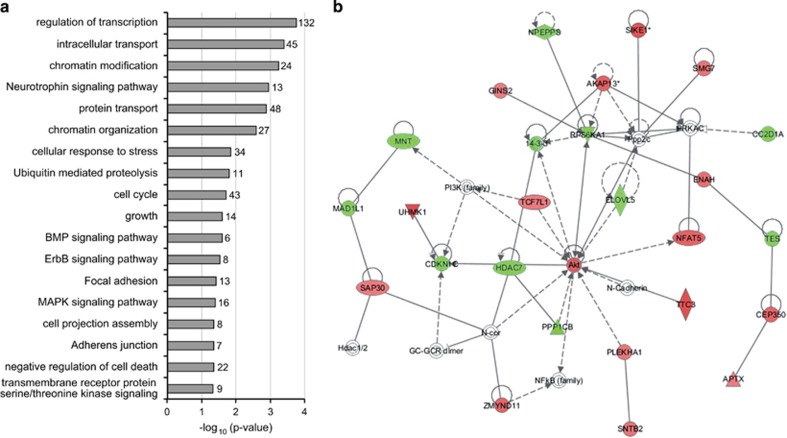
Gene expression changes caused by exposure to 5 μM cocaine *in vitro* after 6 h. (**a**) Representative over-represented biological categories (Gene Ontology terms, GO) and pathways (Kyoto Encyclopedia of Genes and Genomes, KEGG) identified by DAVID software among the differentially expressed genes. The number of genes with altered expression included in each category is indicated on the right side of the bar. (**b**) Gene network involved in molecular transport, cell-to-cell signaling and interaction and cellular development (score=34). The green and red nodes in the pathway indicate the down- and upregulated genes, respectively, induced by 5 μM cocaine–HCl after 6 h.

**Figure 2:**
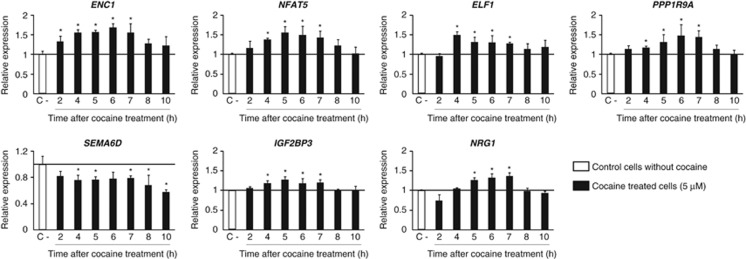
Quantitative real-time PCR validation of gene expression changes identified by microarray experiments. Transcription levels of seven genes involved in neuronal adaptations and transcription were determined by qRT-PCR at different time points after a 30-min exposure to 5 μM cocaine. Significant differences compared with control cells (not exposed to cocaine) normalized to *GAPDH* are indicated (*P<0.05). Error bars indicate s.d.

**Figure 3:**
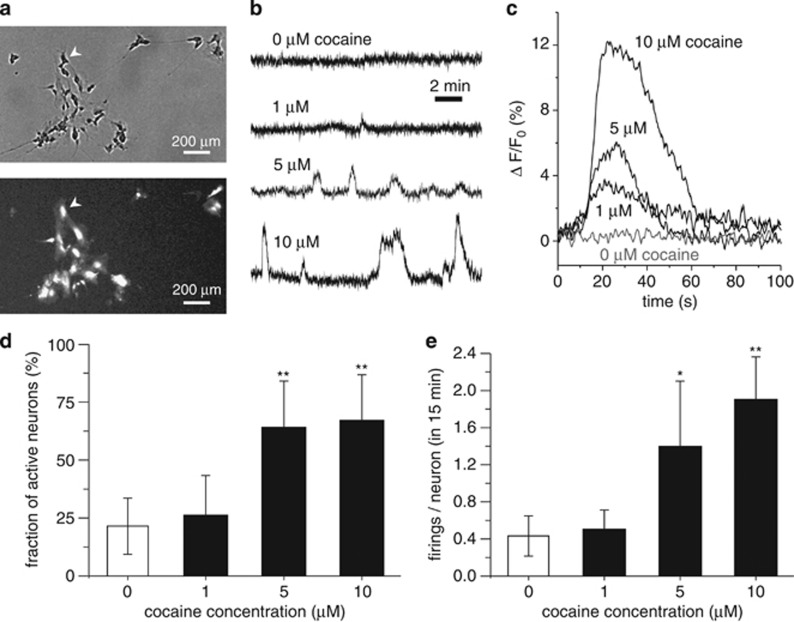
Neuronal activity changes induced by cocaine. (**a**) Comparison of a phase-contrast snapshot (top) with the fluorescence equivalent (bottom). For the latter, bright spots are firing neurons, showing the ability to track neuronal activity with single-cell resolution. The arrowhead indicates the same neuron in both images. (**b**) Representative fluorescence traces of neuronal activity for gradual exposure to higher cocaine concentrations. Neuronal response is weak for 1 μM concentration, and increases progressively for 5 and 10 μM. (**c**) Detail of neuronal response to cocaine, showing that the firing amplitude increases with cocaine concentration. Each trace at a given concentration is an average over the responses of 10 different neurons. (**d**) Comparison of the fraction of active neurons, showing that network activity significantly increases for 5 and 10 μM cocaine exposure compared to the 0 μM (spontaneous acitivity) and 1 μM concentration. (**e**) Average number of activations per neuron for the different conditions, highlighting the much higher neuronal activity at 5 and 10 μM cocaine. Significant differences compared to 0 μM cocaine are indicated. *P<0.05 and **P<0.01. Error bars indicate s.d.

**Figure 4:**
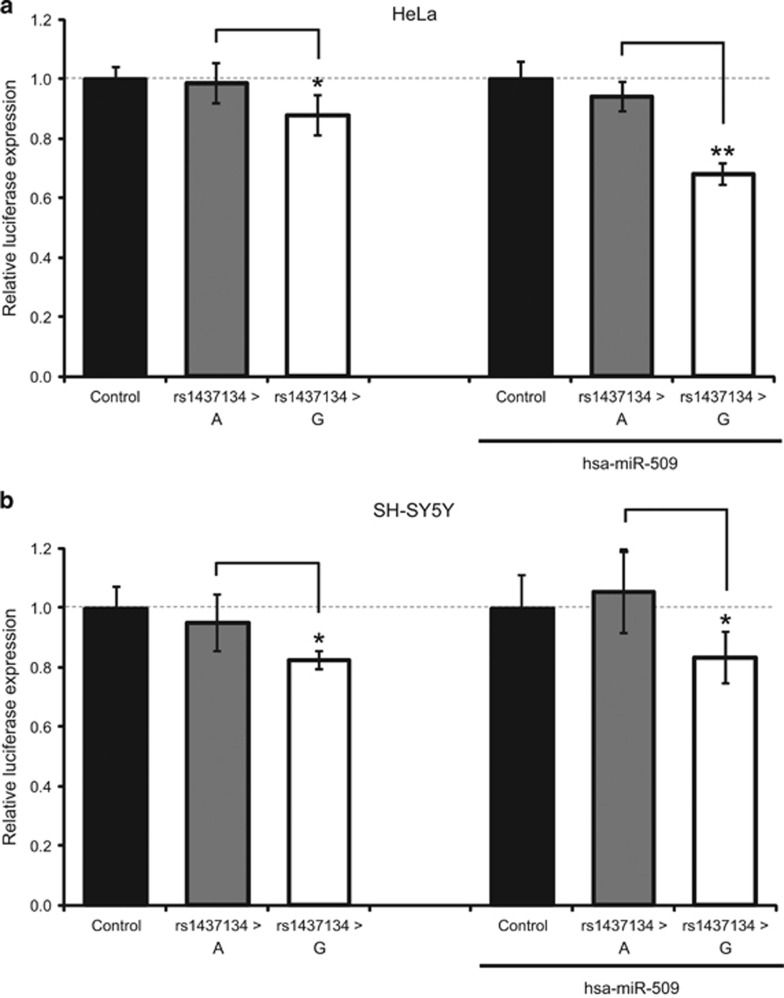
Effect of rs1437134 on gene expression. Effect on gene expression of the two alleles of the associated variant rs1437134 in absence and presence of hsa-miR-509 in HeLa cells (**a**) and in SH-SY5Y cells (**b**). Relative luciferase expression of the pmirGlo vector (control) and the constructs with the 3′-untranslated region of *NFAT5* containing the rs1437134 A and G alleles. Significant differences between the G and the A allele are indicated as *P<0.05 and **P<0.01. Error bars indicate s.d.

**Table 1:** SNPs associated with cocaine dependence in the *NFAT5* gene in a Spanish sample of 806 cocaine-dependent patients and 817 controls

						
				*Controls* N *(%)*				*Cases* N *(%)*						
*Locus*	*Marker*		*Predicted effect*	*11*	*12*	*22*	*Sum*	*11*	*12*	*22*	*Sum*	P*-value*^a^	*Adj* P*-value*^b^	*OR (95% CI)*
*NFAT5*	rs1437134	G>A	miRNA binding	278 (34.2)	384 (47.3)	150 (18.5)	812	325 (40.5)	370 (46.1)	108 (13.4)	803	0.00118^c^	0.00031^c^	1.27 (1.10–1.45)^d^
	rs7359336	A>G	miRNA binding	278 (34.1)	386 (47.3)	152 (18.6)	816	321 (40.2)	369 (46.2)	109 (13.6)	799	0.00141^c^	0.00035^c^	1.25 (1.09–1.45)^d^
	rs11641233	C>T	miRNA binding	516 (63.2)	264 (32.3)	37 (4.5)	817	461 (57.5)	286 (35.7)	55 (6.8)	802	0.00734	0.02599	1.25 (1.06–1.47)
	rs6499244	A>T	miRNA binding	264 (32.4)	390 (47.8)	161 (19.8)	815	293 (36.5)	385 (48.0)	124 (15.5)	802	0.0156	0.00474	1.37 (1.03–1.37)^d^
	rs12232410	G>A	miRNA binding	516 (63.3)	262 (32.2)	37 (4.5)	815	463 (57.5)	288 (35.8)	54 (6.7)	805	0.00749	0.0351	1.25 (1.06–1.47)

Abbreviations: CI, confidence interval; miRNA, microRNA; OR, odds ratio; SNP, single-nucleotide polymorphism.

a Log-additive model.

b Adjusted by age.

c Survive Bonferroni correction *P*<0.0022.

d When OR<1, the inverted score is shown.

# Supplementary material for: Transcriptomic and genetic studies identify NFAT5 as a candidate gene for cocaine dependence
**Source:** Transl Psychiatry. 2015 Oct 27;5(10):e667–. doi: 10.1038/tp.2015.158
**Supplement:** Supplementary Figure Legends

**Supplementary Figure 1. SH-SY5Y differentiation with retinoic acid (RA) during 7 days.** A) Neuron-like morphological changes observed in cultured cells after differentiation, including neurite outgrowth. B) Expression of tyrosine hydroxylase (TH) as a dopamine neuronal marker by Western blot. C) Cell cycle arrest in G0/G1.

**Supplementary Figure 2. Canonical pathways enriched in the differentially expressed genes identified 6 hours after exposure of SH-SY5Y RA-differentiated cells to 5 M cocaine.**

**Supplementary Figure 3. Linkage disequilibrium among the genotyped SNPs of the *NFAT5* gene.** On top, schematic representation of the *NFAT5* gene. Boxes indicate exons, with the untranslated regions in grey. The six SNPs included in the study are shown on top. Linkage disequilibrium plot of the six SNPs according to Haploview showing r2 values. Considering the Confidence Interval algorithm73, three SNPs are located in one block in high LD (rs1437134, rs7359336 and rs6499244) and two SNPs lie in another block (rs11641233 and rs12232410), also in high LD in our control sample.

**Supplementary Figure 4. Associated SNPs and effect on microRNA binding.** Sequence alignments of the SNPs associated with cocaine dependence showing their predicted binding to microRNA molecules by TargetScan. Both alleles of each SNP are shown, indicated in bold, and the seed region of the microRNAs is underlined.

**Supplementary Figure 5. NFAT canonical pathways enriched in the differentially expressed genes identified 6 hours after exposure to 5 M cocaine.** A) The canonical pathway “Role of NFAT in cardiac hypertrophy”. B) The canonical pathway “Role of NFAT in the regulation of the immune response”. The green and red nodes in the pathway indicate the down- and up-regulated genes, respectively, induced 6 hours after exposure to 5 M cocaine.

# Supplementary material for: Transcriptomic and genetic studies identify NFAT5 as a candidate gene for cocaine dependence
**Source:** Transl Psychiatry. 2015 Oct 27;5(10):e667–. doi: 10.1038/tp.2015.158
**Supplement:** Supplementary Informations

**SUPPLEMENTARY INFORMATION**

**1. COCAINE IN VITRO EXPERIMENTS AND MICROARRAYS**

**1.1. Cell culture, differentiation and cocaine treatment**

SH-SY5Y cells (ATCC, LGC Standards, Middlesex, UK) were cultured in previously poly-lysinated 100 mm dishes at 37ºC with 5% CO2 in 50:50 Dulbecco’s modified Eagle’s medium (DMEM) : F12 supplemented with 10% fetal bovine serum (FBS) and 1% Penicillin/Streptomycin (Gibco, Life Technologies Corporation, Carlsbad, California). All cells used in this study were between the 8th and the 11th passages. For differentiation to dopaminergic neuron-like cells, around 1.17e04 cells/cm2 were harvested with media supplemented with 10 M retinoic acid (RA, Sigma-Aldrich Corporate, St. Louis, MO, USA) for 7 days, replacing with fresh RA medium on the 4th day. SH-SY5Y differentiation was assessed by changes compatible with neuronal-like morphology and neurite outgrowth, expression of tyrosine-hydroxylase (TH) as a dopaminergic neuronal marker by Western blot, and cell cycle analysis (Supplementary Figure 1). Western blotting of tubulin was performed as described elsewhere1 and TH was tested with the same procedure using rabbit polyclonal anti-TH (Chemicon, EMD Millipore Corporation, Billerica, MA, USA) 1:500 dilution with an overnight incubation at 4ºC. Briefly, cell cycle analysis was performed by fixing cells with ethanol and incubating them with a propidium iodide solution (0.1% (v/v) Triton X-100 (Sigma-Aldrich Corporate, St. Louis, MO, USA) in PBS, 0.2 mg/ml RNAse A (DNAse free) (Sigma-Aldrich Corporate, St. Louis, MO, USA) and 200 μl propidium iodide 1 mg/ml (Molecular Probes, Life Technologies Corporation, Carlsbad, CA, USA) during 15 minutes at 37ºC, and then analyzed by flow cytometry.

The range of cocaine concentrations to be studied was selected based on concentrations determined in different human studies: i) in plasma of volunteers after a single dose (0.4 – 1.5 M);2 ii) in plasma of cocaine abusers after repeated doses (1 – 5 M);3 iii) in forensic plasma samples of cocaine abusers (0.8 – 13 M in plasma);4 iv) plasma average concentration after death by cocaine overdose (20 M);5 v) peak plasma levels after intravenous or smoking of the usual cocaine doses (1.6 – 3.3 M);6,7 vi) in plasma of individuals correlating with significant increase of subjective “high” feeling, rush and craving, correlating with >60% DAT occupancy in a PET study (1 – 2.64 M);8 vii) similar brain and plasma cocaine concentrations in humans after an intravenous administration (0.8 – 3 M).9 For cytotoxicity experiments we considered the whole range of concentrations described in those studies (1 – 20 M) and for the microarray experiments we used the lowest and highest concentrations in the normal range observed among cocaine abusers (1 – 5 M),3,9 which were also used in a previous microarray study.10

Once the cells were differentiated, the medium with RA was replaced by fresh medium without RA during 24h before the exposure to cocaine, when the medium was again replaced by either medium without cocaine or medium containing 1 or 5 M of cocaine hydrochloride (Alcaliber, Madrid, Spain). After 30 minutes of cocaine exposure, the medium was replaced by fresh medium and incubated during 6 or 24 h before retrieval for RNA extraction. Non-treated cells were exposed to the same media replacements. The six treatment groups consisted of untreated (control, 0 M cocaine-HCl) differentiated SH-SY5Y cells retrieved at 6 and 24 h, differentiated SH-SY5Y cells treated with 1 M cocaine-HCl retrieved at 6 and 24 h, and differentiated SH-SY5Y cells treated with 5 M cocaine-HCl retrieved at 6 and 24 h. Nine dishes of cells were used for each condition.

**1.2. Cytotoxicity**

For evaluating cocaine cytotoxicity, an XTT assay was performed using the Cell Proliferation Kit II (XTT) (Roche Life Sciences, Branford, CT, USA), based on the cleavage of the yellow tetrazolium salt XTT to form an orange formazan dye by metabolically active cells. Briefly, SH-SY5Y cells were harvested in 24-well plates and differentiated with RA as described above. The medium was replaced by medium containing cocaine at different concentrations (0, 1, 5, 10, 15 and 20 M) for an acute 30 or 60 minutes exposure, and then replaced by fresh medium. The XTT assay was performed at 24 or 48 hours after cocaine exposure, four replicates per condition, by replacing the medium with fresh medium supplemented with the XTT labelling reagent and the Electron Coupling Reagent as indicated in the manufacturer’s protocol. Absorbance was measured at 490nm in a 96-well plate 2 and 4h after adding the medium with XTT. Absorbance differences between conditions were evaluated using a U-Mann-Whitney non-parametric test, since normality was rejected using the Kolmogorov-Smirnov test (as expected given the small number of observations), and statistical significance was set at P<0.05 considering a two-sided test.

**1.3. RNA isolation and microarray hybridization**

For each condition (exposure to a given cocaine concentration for a preset time after an acute exposure), nine dishes containing treated SH-SY5Y differentiated cells were trypsinized, the pellets were homogenized using Qiashredder (Qiagen, Hilden, Germany) and total RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA concentration was determined using the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Termo Fisher Scientific Inc., Wilmington, DE, USA) and integrity was evaluated using the Bioanalyzer 2100 platform (Agilent Technologies, Santa Clara, CA, USA). The average RIN value (RNA Integrity Number) was 9.7, being 8.6 the lowest value. 

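Transcripts of the control genes are measured on the arrays at both ends, and the log2 ratio of the 3′ to the 5′ signal grows as RNA is degraded or copied less far. For GAPDH, a glycolytic enzyme, the ratio at 6 h was 0.232 ± 0.0207 (SD, n = 3) in untreated cells, 0.165 ± 0.00997 (SD, n = 3) at 1 μM cocaine and 0.210 ± 0.0280 (SD, n = 3) at 5 μM. ACTB, the cytoplasmic actin, was at 0.655 ± 0.0625 (SD, n = 3) at 1 μM and 6 h. At 24 h its ratio ran the other way, at 0.879 ± 0.174 (SD, n = 3) for 5 μM and 0.584 ± 0.0860 (SD, n = 3) without cocaine (exact permutation test, 2-sided p = 0.1, the smallest that 3 arrays against 3 allow).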

RNA samples were stored at -80ºC until analyzed. RNA pools from three dishes were used for each replicate in the microarray. For the microarray experiment we used the GeneChip® Human Genome U133 Plus 2.0 Array (Affymetrix Inc., Santa Clara, CA, USA), which contains probes that cover over 47,000 transcripts from over 38,500 well-characterized genes. A total of 18 chips were used: three pools per condition (0, 1 and 5 M of cocaine-HCl) and two time points, 6 and 24 hours after an acute 30-min cocaine exposure. Two g of RNA from each pool were used to hybridize arrays at the Genomics Unit of Hospital Clínic-IDIBAPS (Barcelona, Spain). Chips were scanned using a GenePix4000B scanner and raw data was obtained using the GenePix Pro 4.0 and the GCOS software. Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE71939 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71939>).

**1.4. Statistical and bioinformatics analysis of the expression microarrays**

Analysis of the microarray data was performed using the Bioconductor software for R environment and the *affy* library (www.bioconductor.org).11 The quality assessment of the chips was performed using the *affyPLM* library. Background correction, normalization and summarization were performed using the background, Robust Multichip Average (RMA)12 and median-polish methods, respectively. Genes were filtered by signal (threshold log2(40)), and we also discarded those probes that did not correspond to known genes. Genetic profiles at 6 and 24 hours were assessed separately in all steps to avoid interference, and a total number of 24,035 and 26,170 expressed probes (for 6 and 24 hours, respectively) were finally considered for the subsequent analyses. 

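At 6 h, 22455 probe sets had a mean above log2(40) and a gene symbol in the annotation, and at 24 h 24307 did. A further 2475 and 2997 probe sets were above the threshold without a symbol, and a probe set that the annotation does not list is unnamed here, not without a gene. Of the probe sets of the array, 41091 carry 1 symbol, 1801 carry several, 11721 carry none and 62 are controls. TH, tyrosine hydroxylase, which makes the precursor of dopamine, had its probe set below the threshold at 6 h and was not tested. GAPDH and HPRT1, used as reference genes by the study, had log2 fold changes of -0.01 (adjusted p = 0.973 from limma) and 0.10 (adjusted p = 0.569) between 5 and 0 μM at 6 h.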

The Linear Modelling for Microarray Analysis (LIMMA) package13 was used for the class comparison, in which the expression patterns for 0 M – 1 M, 0 M – 5 M, and 1 M – 5 M conditions at 6 and 24 hours were compared. Corrections for multiple testing were applied by adjusting the p-values with a 10% False Discovery Rate (FDR). 

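At the 10% false discovery rate, 640 of the paper's 756 probe sets were changed here in the direction that Supplementary Table 3 gives, among the 645 of them that were tested, and 29 others were changed. Among the 645, 644 had the direction of the paper's table, the other being the NRG1 probe set, and the log2 fold changes had r = 0.993 across probe sets, which are not independent replicates. Of the genes changed here, DDX17, MALAT1 and HSP90B1 had the paper's log2 fold changes of 1.37, 1.29 and 1.12. With an adjusted p under 0.05, 104 probe sets passed here, and with 1 probe set per gene 7 did.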

Functional group enrichment of genes showing significant differences in expression was performed using the DAVID Annotation Tool (http://david.abcc.ncifcrf.gov) considering GO biological processes (FAT category) and KEGG pathways.14,15 Canonical pathway enrichment analyses and gene networks were investigated with Ingenuity Pathway Analysis 8.8 software (http://www.ingenuity.com/products/ipa; Ingenuity Systems, Redwood city, CA, USA). MicroRNA binding sites enrichment analyses were performed using the WebGESTALT software (http://bioinfo.vanderbilt.edu/webgestalt) considering separately up-regulated and down-regulated genes.16

**1.5. Quantitative RT-PCR**

For quantitative Real Time PCR (qRT-PCR) validation we initially selected genes showing differences in expression ≥ 1.5 fold, a total of 143. From those, we considered genes included in representative enriched functional categories, pathways or gene networks. Finally, we selected eight genes based on their function and possible involvement in mediating cocaine effects that had not been previously identified to be altered by cocaine.

Validation of the selected results obtained in the microarray study was performed with the samples used in the microarray at 6 hours after cocaine exposure (0M and 5M). Gene expression was also assessed at different time points (2, 4, 5, 6, 7, 8 and 10 h) after cocaine acute exposure (0 M or 5 M) considering three replicates per condition. Cell culture and differentiation, cocaine treatment and RNA isolation were performed as described above.

Total RNA from the samples was transcribed using the High capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). QRT-PCR experiments were performed for eight genes using the LightCycler 480 II system and the Universal Probe Library (Life Sciences, Branford, CT, USA). Gene assays were designed with the Universal ProbeLibrary Assay Design Center software (Roche Life Sciences, Branford, CT, USA). Sequence of the primers and probes used are available upon request. Relative quantification was performed for each selected gene and glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) and hypoxanthine phosphoribosyltransferase (*HPRT1*) were used to normalize the relative amounts of mRNA. Gene expression changes for each comparison were evaluated using a U-Mann-Whitney non-parametric test, since normality was rejected using the Kolmogorov-Smirnov test (as expected given the small number of observations), and statistical significance was set at P<0.05 considering a two-sided test.

**1.6. Calcium imaging and neuronal activity monitoring**

We used calcium imaging in the cell cultures to monitor the changes in neuronal activity upon cocaine treatment in an area containing about 200 neurons. SH-SY5Y cells were grown and differentiated as described above in 35 mm dishes. Prior to imaging, dishes were gently washed with 4ml PBS at room temperature to remove the original culture medium. Next, we incubated the cultures for 45 min in a solution that contained 1ml of recording medium (RM, consisting of 128 mM NaCl, 1 mM CaCl2, 1 mM MgCl2, 45 mM sucrose, 10 mM glucose, and 0.01 M Hepes; pH 7.4) and 4g/ml of the cell-permeant calcium sensitive dye Fluo-4-AM. Then we washed the culture with 2 ml of fresh RM to remove residual free Fluo-4. This medium was discarded to place 4 ml of fresh RM, the final medium for actual recordings.

The culture dish was mounted on a Zeiss inverted microscope equipped with a 5X objective and a 0.32X optical zoom that provided a spatial resolution of 2.9 m/pixel. Spontaneous neuronal activity was monitored through a Hamamatsu Orca Flash 2.8 CMOS camera attached to the microscope, in combination with a light source for fluorescence. Grey-scale images of neuronal activity were acquired at a speed of 13.3 frames per second (75 ms interval between two consecutive frames), and a size of 960x720 pixels. These settings provided a final field of view of 2.8x2.1 mm that contained 150-300 neurons.

For data acquisition and analysis we proceeded as follows: We first recorded spontaneous activity (i.e. without cocaine exposure) for 15 min to characterize the background activity of the network. We next added cocaine to the media to reach a concentration C1 (set as either 1 or 5 M), and measured for 15 min. Finally, we increased the cocaine concentration to C2 =10 M, and measured for additional 15 min. The settings of our recording device allowed the identification of single neuronal bodies with sufficient spatial resolution. Hence, we manually selected all available neurons as regions of interest (ROIs), and then extracted the average grey-scale level (i.e. the fluorescence amplitude) for each region as a function of time. Neuronal firing events were detected as a fast rise in the fluorescence signal, as illustrated in Figure 3.

For each selected neuron and condition (0 M, 1 M, 5 M, and 10 M of cocaine-HCl), we determined two network descriptors, namely the fraction of active neurons and the average activity of the network. Active cells were those that showed activity at any condition within our total recording time of 45 min. We typically observed about 20-30 active cells per culture. The fraction of active neurons in a culture was calculated as the number of cells that showed activity in a given condition divided by the total number of active cells monitored. The average activity of the network was determined as the total number of firings events divided by the total number of active cells. Data in both studies were finally averaged among different cultures. In total, for each condition, we averaged over eight different replicates per condition (a total of 160-240 active neurons per condition). Differences between conditions were evaluated using a U-Mann-Whitney non-parametric test, since normality was rejected using the Kolmogorov-Smirnov test (as expected given the small number of observations), and statistical significance was set at P<0.05 considering a one-sided test.

**2. CASE-CONTROL ASSOCIATION STUDY ON COCAINE DEPENDENCE**

**2.1. Subjects**

The patient sample consisted of 806 cocaine dependent subjects (mean age 35.7 ± 8 years and 81.4% males (*n =* 656)), from which 10.3% were dependent only to cocaine and not to any other substance (*n* = 83) (Supplementary Table 3). All patients were recruited and evaluated at the Psychiatry Department of the Hospital Universitari Vall d’Hebron (Barcelona, Spain) according to DSM-IV TR criteria (Diagnostic and Statistical Manual of Mental Disorders, 4th ed., text revision). The Structured Clinical Interview (SCID)17 was administered and volunteers with current DSM-IV diagnosis of dependence were included in the study. All patients were evaluated following a protocol of the Unit.18

The control sample consisted of 817 sex-matched healthy controls (mean age 55.9 ± 16 years, 81.8% males (*n* = 668)) (Supplementary Table 3). All controls were recruited at the Blood and Tissues Bank of Barcelona. None of them had injected drugs intravenously. Both patients and controls were Spanish and Caucasian, with the two last names (one from each parent) of Spanish origin. The study was approved by the Ethics Committee of Hospital Universitari Vall d’Hebron, and written informed consent was obtained from all participating individuals. Population stratification was previously discarded in our sample.19

**2.2. DNA isolation and quantification**

Genomic DNA samples were obtained from peripheral blood lymphocytes by a standard salting-out procedure and concentrations were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Willmington, DE, USA).

**2.3. SNP selection and genotyping**

For the case-control association study we searched for SNPs in the seven genes showing validated differential expression in neuronal cells treated with cocaine, according to both microarray and qRT-PCR experiments. The selected SNPs had MAF>0.15 in the CEU population (HapMap, http://www.hapmap.org), were located within the gene or in a region including 10 Kb upstream and 5 Kb downstream from the gene and were predicted to have a functional effect on the protein, microRNA binding, transcription factor binding or splicing by the SNP Function Prediction software (http://snpinfo.niehs.nih.gov/snpinfo/snpfunc.htm). Variants in two genes were not tested: *ENC1* did not have any SNP fulfilling these criteria and *NRG1* had three non-synonymous SNPs that were not predicted to be damaging by polyphen and, thus, were not considered. For *SEMA6D*, seven SNPs were previously found associated with substance dependence in a GWAS20 and two SNPs with MAF>0.15 that tag the associated variants, rs3809485 and rs4775708, were also included in our study. A total of 24 SNPs were selected and genotyping was performed using KASP technology (KBiosciences UK Ltd, UK). One SNP assay failed, so a total of 23 SNPs within five genes (*NFAT5*, *ELF1*, *PPP1R9A*, *SEMA6D* and *IGF2BP3*) were successfully genotyped.

**2.4. Case-control association study: statistical analysis**

The minimal statistical power was estimated *post hoc* using the software Power Calculator for Genetic Studies (http://sph.umich.edu/csg/abecasis/CaTS)21 under the additive model, assuming an odds ratio (OR) of 1.5 and a significance level of 0.05. For the calculation we considered the lowest MAF value in the control sample (0.143) and a prevalence of 0.0163 for cocaine dependence (10.2% of adult Spanish consumers from which 16% developing dependence (EMCDDA 2012 Annual Report)). The analysis of Hardy–Weinberg equilibrium (threshold set at P*=*0.01) and the comparison of genotype frequencies between cases and controls under the additive model was performed using the *SNPassoc* R package.22 Significant *P* values were adjusted for age. Bonferroni correction for multiple testing was applied considering 22 independent tests, with the threshold for significance set at P<0.0022.

**2.5. Linkage Disequilibrium assessment**

To assess linkage disequilibrium (LD) between genotyped SNPs in the *NFAT5* gene we used the Haploview 4.2 software23 and considered our genotyped control sample. We considered that SNPs were in high linkage disequilibrium if r2 >0.9.

**3. FUNCTIONAL EFFECT OF ASSOCIATED SNPs**

**3.1. Effect of SNP variants on the regulation of gene expression by microRNAs using a reporter system**

All associated SNPs were predicted to have a functional effect on microRNA binding by the SNP Function Prediction software. We first checked if those microRNAs had validated target sites in the predicted regions of *NFAT5* 3’UTR region using DIANA-TarBase (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=tarbase/). To assess potential functional effect of these SNPs we further checked with other programs: mrSNP (http://mrsnp.osu.edu/), mirSNP (http://202.38.126.151/hmdd/mirsnp/search/) and miRdSNP (http://mirdsnp.ccr.buffalo.edu/). Only SNPs rs1437134 and rs11641233 showed consistent predictions and seemed to alter hsa-mir-509-5p and hsa-miR-649 binding, respectively. Additionally, TargetScan (http://www.targetscan.org/) predicted binding of hsa-mir-509-5p and hsa-miR-649 to the genomic regions corresponding to SNPs rs1437134 and rs11641233, respectively.

We used a luciferase reporter system to test the effect of rs1437134 and rs11641233 on *NFAT5* gene expression. We used the pmirGLO Dual-Luciferase microRNA Target Expression Vector (Promega, Madison, WI, USA) to clone the 3’UTR regions containing the SNPs. This vector allows the evaluation of microRNA binding to the predicted sites by cloning the microRNA target region 3’ from the firefly luciferase gene (*luc2*), which is the primary reporter gene. The vector also contains the Renilla luciferase gene (hRluc-neo) to normalize expression.

The regions containing the SNPs rs1437134 and rs11641233 were amplified by PCR in heterozygous individuals using the following primers containing the restriction sites *Nhe*I and *Xba*I (underlined): rs1437134 primers 5’-ACACGCTAGCTGACTGCAAAAGAGCACACC-3’ and 5’- ACAATCTAGAAGGAATTGCGCCTAGGAA-3’, and rs11641233 primers 5’-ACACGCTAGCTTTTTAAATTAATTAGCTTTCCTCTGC-3’ and 5’- AGAATCTAGATGGGACCATCCACAAATGAT-3’ (Sigma-Aldrich Corporate, St. Louis, MO, USA). PCR products were purified using PCR-Illustra GFX PCR and Gel Band purification kit (GE Healthcare, Waukesha, WI, USA). PCR fragments and pmirGLO Dual-Luciferase microRNA Target Expression Vector were digested with *Nhe*I and *Xba*I and the Cut Smart buffer (New England Biolabs, Ipswich, MA, USA) for 3 hours at 37ºC. The vector was dephosphorylated with the Shrimp Alkaline Phosphatase (SAP, Promega, Madison, WI, USA) for 15 minutes at 37ºC and inactivated during 15 minutes at 65 ºC. Ligation was performed at 16ºC O/N with the DNA ligation kit version 2.1 (Takara Bio Inc., Otsu, Shiga, Japan) considering a 3:1 insert:vector molecular proportion. Ligation was transformed in Subcloning Efficiency™ DH5α™ Competent Cells (Invitrogen™, Paisley, Scotland, UK) following manufacturer’s recommendations. Plasmidic DNA extraction was performed with the High Pure Plasmid Isolation Kit and Genopure Plasmid Midi-Kit (Roche Life Sciences, Branford, CT, USA). Sanger sequenciation was performed using the BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems, Foster City, CA, USA). The following constructs were obtained: pmiRGLO–rs1437134A, pmiRGLO–rs1437134G, pmiRGLO–rs11641233C and pmiRGLO–rs11641233T.

The microRNAs genes hsa-miR-509-1 and hsa-miR-649 were obtained as clones into the pCMV-MIR vector (OriGene, Rockville, MD, USA), which contains a GFP reporter for transfection. All clones used in the study were sequenced in full to confirm their integrity.

Experiments were performed in HeLa and in SH-SY5Y cells, which were previously discarded to be contaminated with mycoplasm with the kit Mycoplasma gel detection kit (Biotools B&M Labs S.A., Madrid, Spain).

HeLa cells were cultured in 12-well plates with DMEM, 10% FBS and 1% Penicillin/Streptomycin (Gibco, Life technologies Corporation, Carlsbad, CA, USA) in a 5% CO2 humidified atmosphere at 37 °C. For each condition we always co-transfected two constructs in a 1:1 molecular ratio considering 530 ng for all pmirGLO constructs and 470 ng for all microRNAs constructs. When the pmirGLO constructs were not cotransfected with a microRNA construct we used 250 ng of pmax GFP vector (Lonza, Basel, Switzerland). Each well plate was transfected with 3 l Lipofectamine 2000 Reagent (Invitrogen™, Paisley, Scotland, UK) and the following constructs: a) pmiR-Glo and pmax GFP, b) pmiR-Glo and pCMV-hsa-miR-509-1, c) pmiR-Glo – rs1437134>A and pmax GFP, d) pmiR-Glo – rs1437134>A and pCMV-hsa-miR-509-1, e) pmiR-Glo – rs1437134>G and pmax GFP, f) pmiR-Glo – rs1437134>G and pCMV-hsa-miR-509-1, g) pmiR-Glo and pCMV-hsa-miR-649, h) pmiR-Glo – rs11641233>C and pmax GFP, i) pmiR-Glo – rs11641233>C and pCMV-hsa-miR-649, j) pmiR-Glo – rs11641233>T and pmax GFP, k) pmiR-Glo – rs11641233>T and pCMV-hsa-miR-649. Five plate replicates were used for the experiment. Cells were retrieved 24 hours after transfection and washed with PBS twice. Cell lysates were obtained using the Passive Lysis Buffer (Promega, Madison, WI, USA) and were stored at -80ºC.

In order to confirm the effect of rs1437134 on gene expression in another cell line, SH-SY5Y cells were cultured in 6-well plates as specified above (Page 1), without following differentiation protocol. For transfection we used the Amaxa Cell Line Nucleofector Kit V (Lonza, Basel, Switzerland) following the manufacturer’s instructions. For each condition performed for rs1437134 (a-f, as detailed above), 2×106 cells/well were transfected, and three experimental replicates were used for the experiments. Cells were also retrieved 24 hours after transfection and lysis was performed as described above.

Luciferase expression assays were performed by technical duplicates using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA) and following the manufacturer’s protocol for two injector luminometers. We used the luminometer Modulus Microplate Multimode Reader (Turner BioSystems, Sunnyvale, CA, USA). Relative luciferase expression (luciferase/renilla expression) of each allele was normalized to their corresponding control (pmirGLO or pmirGLO with the corresponding microRNA). Differences between conditions were evaluated using a U-Mann-Whitney non-parametric test, since normality was rejected using the Kolmogorov-Smirnov test (as expected given the small number of samples), and statistical significance was set at P<0.05 considering a two-sided test.

**3.2. SNPs correlation with brain volume differences using brain imaging analysis**

The Brain Imaging Genetics (BIG; http://www.cognomics.nl) study consists of healthy volunteers who participated in diverse small-scale studies at the Donders Centre for Cognitive Neuroimaging, Nijmegen, The Netherlands.24 The present study included a subset of 1300 BIG subjects (744 females; mean age 22.9 (SD = 3.8)) who had undergone anatomical (T1-weighted) MRI scans and for whom genome-wide SNP genotype data were available.

MRI data were acquired using either 1.5 Tesla (n=645) or 3 Tesla (n=655) Siemens scanners (Siemens Medical Systems, Erlangen, Germany). Details on scanning parameters and other neuroimaging procedures used in BIG are described in Guadalupe et al.25 Automated parcellation of cerebral cortical regions was performed according to the Desikan atlas26 using the FreeSurfer package.27 Subcortical segmentations were also produced using FreeSurfer with the standard “-recon-all” processing pipeline and default parameters. Volumes were available for the following seven addiction associated brain structures28: medial orbitofrontal cortex, prefrontal cortex (defined as superior frontal gyrus, rostral middle frontal gyrus, caudal middle frontal gyrus, inferior frontal gyrus, lateral and medial divisions of orbitofrontal cortex and frontal pole), and bilateral nucleus accumbens, putamen, caudate nucleus, hippocampus and insula. Ventral tegmental area (VTA), important in dopaminergic pathways of the reward system, could not be assessed. Estimates of total brain volume (TBV) were calculated as the voxel-wise sum of the gray matter and white matter probability maps produced by the VBM8 toolbox (http://dbm.neuro.uni-jena.de/vbm/), implemented in SPM8 (http://www.fil.ion.ucl.ac.uk/spm/). Outliers more extreme than 3.5 SD from the mean were excluded from analysis.

Genotyping and imputation procedures performed in BIG are described in detail in Guadalupe et al.29 In short, whole genome genotyping was done using the Affymetrix Genome-Wide Human SNP Array 6.0 (Affymetrix Inc., Santa Clara, CA, USA). MACH software was used for haplotype phasing and minimac for the final imputation, 30,31with the 1000 Genomes Phase 1.v3 EUR reference panel.32 SNPs rs1437134, rs7359336, rs11641233, rs6499244 and rs12232410 were extracted from the data for the first stage of analysis using PLINK v1.07.33 Since rs7359336 and rs6499244 were in strong linkage disequilibrium (LD) with rs1437134 (r2 > .9), and rs12232410 was in strong LD with rs11641233 (r2 >.9), only rs1437134 and rs11641233 (r2=.207) were included in the analysis. For a second gene-wide step of analysis, all available variants of the *NFAT5* gene were extracted, including a 100 kb flanking region to capture regulatory sequences. SNPs failing Hardy-Weinberg equilibrium test at a threshold of P<10-6, with minor allele frequency lower than 1% or with missingness rates higher than 5% were removed from the data. Participants with call rates lower than 95% were also excluded from analysis. For the gene-wide analysis, linkage disequilibrium pruned genotypes were used (r2 threshold of .8). Eighty SNPs were left for analysis.

We carried out our analysis in two stages. First, associations of *NFAT5* SNPs rs1437134 and rs11641233 with volumes of prefrontal cortex, medial orbitofrontal cortex, nucleus accumbens, putamen, caudate nucleus, hippocampus and insula were assessed using linear regression as implemented in PLINK v1.07.33 Results were considered significant at P<0.05 divided by the number of structures and SNPs for each cohort (P<0.0036). As a second step, the effect of common variants of *NFAT5* on the brain volumes was investigated using the statistical approach described by Bralten et al.34 consisting of SNP-by-SNP linear regression and estimation of the effect of the whole gene. The BIG subjects scanned at 1.5 T were used as the discovery sample in all analyses and replication was attempted in the independent sample scanned at 3.0 T. In addition, the analyses were performed in the combined sample. All analyses were adjusted for gender, age and total brain volume. Field strength was added as a covariate for the combined analysis.

**REFERENCES**

1. Rodriguez-Pascau L, Gort L, Schuchman EH, Vilageliu L, Grinberg D, Chabas A. Identification and characterization of SMPD1 mutations causing Niemann-Pick types A and B in Spanish patients. *Hum Mutat* 2009; **30:** 1117-1122.

2. Van Dyke C, Barash PG, Jatlow P, Byck R. Cocaine: plasma concentrations after intranasal application in man. *Science* 1976; **191:** 859-861.

3. Jufer RA, Walsh SL, Cone EJ. Cocaine and metabolite concentrations in plasma during repeated oral administration: development of a human laboratory model of chronic cocaine use. *J Anal Toxicol* 1998; **22:** 435-444.

4. Stephens BG, Jentzen JM, Karch S, Mash DC, Wetli CV. Criteria for the interpretation of cocaine levels in human biological samples and their relation to the cause of death. *Am J Forensic Med Pathol* 2004; **25:** 1-10.

5. Ellenhorn MJ, Barceloux DG. *Medical toxicology* Elsevier: New York, 1988, 644-661pp.

6. Jatlow P. Cocaine: analysis, pharmacokinetics, and metabolic disposition. *Yale J Biol Med* 1988; **61:** 105-113.

7. Paly D, Jatlow P, Van Dyke C, Jeri FR, Byck R. Plasma cocaine concentrations during cocaine paste smoking. *Life Sci* 1982; **30:** 731-738.

8. Volkow ND, Wang GJ, Fischman MW, Foltin RW, Fowler JS, Abumrad NN *et al.* Relationship between subjective effects of cocaine and dopamine transporter occupancy. *Nature* 1997; **386:** 827-830.

9. Fowler JS, Volkow ND, Wolf AP, Dewey SL, Schlyer DJ, Macgregor RR *et al.* Mapping cocaine binding sites in human and baboon brain in vivo. *Synapse* 1989; **4:** 371-377.

10. Crawford FC, Wood ML, Wilson SE, Mathura VS, Hollen TR, Geall F *et al.* Cocaine induced inflammatory response in human neuronal progenitor cells. *J Neurochem* 2006; **97:** 662-674.

11. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S *et al.* Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol* 2004; **5:** R80.

12. Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U *et al.* Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* 2003; **4:** 249-264.

13. Smyth GK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* 2004; **3:** Article3.

14. Dennis G, Jr., Sherman BT, Hosack DA, Yang J, Gao W, Lane HC *et al.* DAVID: Database for Annotation, Visualization, and Integrated Discovery. *Genome Biol* 2003; **4:** P3.

15. Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* 2009; **4:** 44-57.

16. Zhang B, Kirov S, Snoddy J. WebGestalt: an integrated system for exploring gene sets in various biological contexts. *Nucleic Acids Res* 2005; **33:** W741-748.

17. First M, Spitzer R, Gibbon M, JBW W. *Structured Clinical Interview for DSM-IV disorders (SCID-IV)*. Washington, DC: American Psychiatric Press.1997.

18. Roncero C, Daigre C, Barral C, Ros-Cucurull E, Grau-Lopez L, Rodriguez-Cintas L *et al.* Neuroticism associated with cocaine-induced psychosis in cocaine-dependent patients: a cross-sectional observational study. *PLoS One* 2014; **9:** e106111.

19. Fernandez-Castillo N, Roncero C, Grau-Lopez L, Barral C, Prat G, Rodriguez-Cintas L *et al.* Association study of 37 genes related to serotonin and dopamine neurotransmission and neurotrophic factors in cocaine dependence. *Genes Brain Behav* 2013; **12:** 39-46.

20. Drgon T, Zhang PW, Johnson C, Walther D, Hess J, Nino M *et al.* Genome wide association for addiction: replicated results and comparisons of two analytic approaches. *PLoS One* 2010; **5:** e8832.

21. Skol AD, Scott LJ, Abecasis GR, Boehnke M. Joint analysis is more efficient than replication-based analysis for two-stage genome-wide association studies. *Nat Genet* 2006; **38:** 209-213.

22. Gonzalez JR, Armengol L, Sole X, Guino E, Mercader JM, Estivill X *et al.* SNPassoc: an R package to perform whole genome association studies. *Bioinformatics* 2007; **23:** 644-645.

23. Barrett JC, Fry B, Maller J, Daly MJ. Haploview: analysis and visualization of LD and haplotype maps. *Bioinformatics* 2005; **21:** 263-265.

24. Franke B, Vasquez AA, Veltman JA, Brunner HG, Rijpkema M, Fernandez G. Genetic variation in CACNA1C, a gene associated with bipolar disorder, influences brainstem rather than gray matter volume in healthy individuals. *Biol Psychiatry* 2010; **68:** 586-588.

25. Guadalupe T, Zwiers MP, Wittfeld K, Teumer A, Vasquez AA, Hoogman M *et al.* Asymmetry within and around the human planum temporale is sexually dimorphic and influenced by genes involved in steroid hormone receptor activity. *Cortex* 2015; **62:** 41-55.

26. Desikan RS, Segonne F, Fischl B, Quinn BT, Dickerson BC, Blacker D *et al.* An automated labeling system for subdividing the human cerebral cortex on MRI scans into gyral based regions of interest. *Neuroimage* 2006; **31:** 968-980.

27. Fischl B, Salat DH, Busa E, Albert M, Dieterich M, Haselgrove C *et al.* Whole brain segmentation: automated labeling of neuroanatomical structures in the human brain. *Neuron* 2002; **33:** 341-355.

28. Volkow ND, Fowler JS, Wang GJ. The addicted human brain viewed in the light of imaging studies: brain circuits and treatment strategies. *Neuropharmacology* 2004; **47 Suppl 1:** 3-13.

29. Guadalupe T, Zwiers MP, Teumer A, Wittfeld K, Vasquez AA, Hoogman M *et al.* Measurement and genetics of human subcortical and hippocampal asymmetries in large datasets. *Hum Brain Mapp* 2014; **35:** 3277-3289.

How the deposited data were processed for this re-analysis (not part of the article)

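SH-SY5Y cells differentiated with retinoic acid were exposed to 0, 1 or 5 μM cocaine for 30 min and harvested at 6 or 24 h, and RNA from 3 dishes was pooled for each of 3 replicates per dose and time, on 18 Affymetrix U133 Plus 2.0 arrays. The deposited log2 values were made by the authors with RMA in the affy library, with background correction, normalization and median polish, separately for the arrays of each time. The versions of RMA and limma are not stated in the paper's text. The deposited table holds all probe sets, so neither the signal filter nor the removal of probe sets without a known gene was applied to it. The labels of the 5 μM arrays also carry the words used for untreated controls, and the dose they state was used. Both filtering steps were repeated here from the paper's description, with the mean over the 9 arrays of a time above log2(40) and at least 1 gene symbol in the annotation. Gene names came from the annotation of the array, with current symbols from the RefSeq table of GRCh38.p14, in which 41037 probe sets with 1 symbol were matched. A probe set that the annotation does not list is unnamed here, and probe sets with several symbols were tested and not named.

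The doses of each time were compared pairwise with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the 9 arrays of the time, and p-values were adjusted by Benjamini and Hochberg over the probe sets kept, with an adjusted p under 0.10 as the threshold. The change from 0 to 5 μM at 6 h was compared with that at 24 h as a contrast over all 18 arrays. Tables were handled with data.table 1.17.8, and plots drawn with matplotlib 3.10.9 in Python 3.11.15. Measures of single values between doses were tested with exact permutation tests, whose smallest 2-sided p with 3 arrays against 3 is 0.1. The number of arrays limits the precision.

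The lists of genes were fixed together with the tests and the alternatives. 29 lists were tested with camera at a preset correlation of 0.01, with each gene at its probe set with the highest mean, at an adjusted p under 0.05 over the lists, and camera with an estimated correlation and fry were run beside it. Lists that the study chose from these arrays were only counted, and the genes of the network in Fig. 1b were read from the picture. Genes named in the text were chosen by rule, and for CALM2 and SMN1, which the study names as changed, no values are given. The rule takes the genes that the study names as changed, the 8 genes with the largest increase and the 8 with the largest decrease among called probe sets whose arrays at 5 μM lie on 1 side of the untreated ones, up to 4 members of each list with the smallest p, and MALAT1, TH, GAPDH and HPRT1. In other comparisons it takes up to 4 in each direction. Supplementary Table 3 was read before the rule was written. Members of the lists given as examples of calls by any probe set, and genes with a second probe set, were chosen after their values were seen.

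Replicate numbers are shared by the doses in the labels, and whether they pair the arrays was checked from the values. Arrays with the same number at different doses had correlations of their deviations from the group means of 0.377 to 0.768 at 6 h and 0.424 to 0.733 at 24 h, in 9 pairs each, and arrays with different numbers had -0.632 to 0.0711 and -0.575 to 0.165, in 18 pairs each. The numbers were therefore taken to pair the arrays, and the fit with the replicate number as a block is an alternative. Other alternatives were other signal filters, probe sets without a symbol, the 6 arrays of the compared doses, all 18 arrays, an intensity trend, array weights, quantile normalization, centring on the median, an adjusted p under 0.05, 1 probe set per gene and leaving out each array in turn.

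The comparison was tested on simulated data made from these arrays. With 50 probe sets changed at each size among 22455, the comparison of 5 with 0 μM at 6 h recovered 52%, 84%, 98% and 100% of changes of 0.4, 0.6, 0.8 and 1.2 on the log2 scale, and called none when none was changed. The fit with the replicate block recovered 90%, 98%, 100% and 100%. At 24 h, among 24307, the fit without the block recovered 54%, 96%, 94% and 92% and the fit with it 86%, 98%, 100% and 98%. The data simulated for the block had less spread. At 6 h and with none changed, the median estimate was 0.0423 in them and 0.0576 in those for the fit without the block. At 24 h these were 0.0436 and 0.0590. The percentages thus do not show that the block recovers more. A list of 40 genes, each shifted by 0.2 on the log2 scale, was called in 20 of 20 draws, and 0 lists were called without a shift. Splits of the measured arrays other than the real one called up to 14 lists. The simulation thus does not show how often camera calls a list by chance on these arrays. Smaller shifts, like those of most lists here, were not simulated. The search for the miR-124a site in 3′ untranslated regions was left out, because the reference at hand holds no such sequences. The enrichment tools of the study were not run. The comparison of 24 with 6 h in untreated cells was left out because the times were normalized separately.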

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

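The comparison of bioD between the 5 μM and untreated arrays, the comparison with single untreated arrays, the relations of the probe sets called higher to the ACTB ratio and to dimmer minus brightest probe sets, also within doses, the fits with a covariate and the splits within each time that part all 3 pairs were tests chosen after the result was seen.

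At 6 h, 670 probe sets differed between 5 and 0 μM cocaine, and outside the paper's analysis bioD relative to cre was lower at 5 μM without overlap, by a difference of -0.495 (-8.68 pooled SDs), while CYP26A1 was high on 2 of the 3 untreated arrays, the highest lying 5.38 above the highest cocaine-treated array on the log2 scale. More nuclear RNA at 5 μM stays open, since the nuclear long noncoding RNAs had a median log2 fold change of -0.130 (95% bootstrap interval -0.290 to 0.0102) at the brightest probe set of each, under the bound of 0.1 set beforehand, but a median that leaves out 6 of the 26 probe sets, all of MALAT1, that were higher by 0.48 to 1.29, while the brightest of MALAT1 was at -0.09 and 2 of TUG1 were lower, and unspliced RNA was not measured. A retinoic acid response in untreated cultures could account for part, since the 2432 probe sets called without untreated array 1 had 0.329 of their median against that array, though the lists called without untreated array 2 or 3, with ratios of 1.14 and 0.852, held only 29 and 66 and so compare poorly, and the increases among the 670, which were called with all 3 untreated arrays, had medians of 0.393, 0.504 and 0.464 against untreated array 1, 2 and 3. An array batch that follows the dose and cocaine itself cannot be told apart, since the bioD levels of the untreated and cocaine arrays of 6 h do not meet. For the same reason a fit with bioD as a covariate cannot decide between them. That fit called 0, at 0.329 (SE 0.391) with 75.1% in the same direction (limma, 2858 at an unadjusted p under 0.05). The controls bioB and bioC relative to cre differed by only 0.0379 and 0.0159, with overlap, and give no sign of such a batch. An effect of the cocaine dose stays open with these, and the paper's qRT-PCR, on the samples of the arrays and in new time courses, covered 8 genes, of which it reports changes for 7, with the direction of the arrays for 6 of these and the opposite one for NRG1.

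The calls that were higher at 5 μM and 6 h lay mostly at dimmer probe sets, with 10.6% at the brightest of their gene. Of the calls that were lower 42.4% were the brightest, against 38.0% of probe sets not called. The other probe sets of genes called higher had a median of 0.0196 in that direction. Those of genes called lower had 0.0475 towards lower (95% bootstrap interval 0.0267 to 0.0617). All other genes had medians of -0.0194 towards higher and 0.0130 towards lower. The medians thus do not show that increases were more confined to single probe sets than decreases. In both directions they were small beside those of the called probe sets, 0.461 for higher and 0.331 for lower. Changes confined largely to single probe sets thus stay open as an explanation for increases and decreases alike. A difference in 3′ bias of the labelled RNA could contribute to the increases, since dimmer minus brightest probe sets of genes without calls was 0.0457 higher at 5 μM, without overlap, but over deviations from the dose means of the 9 arrays of 6 h the relation of the probe sets called higher to it, r = 0.740 (exact permutation within doses, p = 0.0509, adjusted p = 0.204 over 4 relations, rho = 0.47 with permutation p = 0.310), and to the ACTB ratio, r = -0.657 (permutation p = 0.25, adjusted p = 0.333, rho = -0.27 with permutation p = 0.671), did not pass and rested on the 2 farthest arrays (r = 0.217 and 0.293 without them). Over the 9 arrays of 6 h with the dose means left in, r was 0.857 with dimmer minus brightest probe sets. With the ACTB ratio r was -0.779 (permutation test, adjusted p = 0.00683 and 0.0157 over 4 relations). Without the 2 farthest arrays these were 0.760 and -0.374. Such relations partly restate the doses, by which the probe sets were called. SF3B1 and SMAD5 had several probe sets called, but they were picked for that and do not test whether other signals were confined to single probe sets. Of the other 656 probe sets of genes called higher, 6 were called lower. The array batch stays open for the changes shared by 1 and 5 μM as well, since the 1 μM arrays had a mean bioD minus cre of -1.77, near that of 5 μM, while bioB and bioC overlapped there too. Use of other transcript ends or retained introns after cocaine was not tested and stays open.

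The change from 0 to 5 μM differed between 6 and 24 h for 943 probe sets, 455 with the larger value at 6 h and 488 with the larger value at 24 h, and the probe sets called higher at 6 h had a median of -0.127 at 24 h (p = 9.2e-21 from camera in limma, 0.0120 with an estimated correlation), while those called lower had -0.0222, with 56.9% in the same direction (p = 0.608). Over 100 splits within each time, 3 gave as many, the real one included, the others with 1138, which keeps the doses of 6 h and puts untreated array 1 with 5 μM arrays 1 and 3 at 24 h, and 1780, which puts untreated array 1 with 5 μM arrays 1 and 2 at 6 h. Such splits cross the replicate pairs. Among the 32 that part all 3 pairs at both times the real one gave 943 and the highest other 81. With the replicate block these were 3533 and 2189, and in both fits 1 of 32 was as large, a share under 0.05. Most of the 32 do not keep the doses of 6 h, and those gave at most 18 with the block. The share thus rests on the effect at 6 h and does not test a difference between the times. The splits that keep the doses of 6 h gave 160 to 2189 with the block besides the real one. They are too few for a share under 0.05. A 3′ bias may take part, since over the 9 arrays of 24 h the probe sets called higher at 6 h and the ACTB ratio had r = -0.706 (permutation p = 0.0329, adjusted p = 0.0439 over 4 relations, rho = -0.80 with permutation p = 0.0138, r = -0.646 without the 2 farthest arrays), but this partly restates the doses, and within doses r was -0.0989 (exact permutation within doses, p = 0.824, rho = -0.02), and with dimmer minus brightest probe sets 0.575 (permutation p = 0.245, adjusted p = 0.333, rho = 0.67 with permutation p = 0.144, r = 0.188 without the 2 farthest arrays). A later response of the cells to cocaine and an array batch at 24 h, where bioB and bioC relative to cre were each 0.133 higher at 5 μM without overlap, stay open, and without 6 h untreated array 2 or 3, 6 h 5 μM array 1, 2 or 3, 24 h untreated array 2 or 24 h 5 μM array 1 the count was 578, 568, 614, 475, 538, 503 and 590.

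RNA integrity was compared by the ACTB ratio of 3′ to 5′ signal, which changed by -0.336 at 5 μM and 6 h, while GAPDH changed by -0.0221 with overlap. The ACTB ratio and dimmer minus brightest probe sets both lay farthest from 5 μM on untreated arrays 2 and 3. These arrays also carried the retinoic acid response, so RNA quality or 3′ bias and that response were not told apart. For the share of substrate-adherent cells, the S-type markers had a median of 0.0923 (95% bootstrap interval 0.0208 to 0.242) and the N-type markers -0.0532 (-0.151 to 0.0411). With 1 array left out, the lowest count at 5 μM and 6 h was 0, without 5 μM array 2 (limma, 2814 at an unadjusted p under 0.05), and of 9 refits 4 gave under 10% of the calls and 3 gave over 50%, without untreated array 1 (2432), 1 μM array 1 (623) and 1 μM array 3 (378). Over the 10 splits of the 6 arrays, 5 against 0 μM at 6 h gave 670 and the highest other split 0, with 1 of 10 as large, and 10 splits are too few for a share under 0.05. The same limit holds at 24 h, where 5 against 0 μM gave 3 and the highest other 1 (1 of 10), and 5 against 1 μM gave 2 and the highest other 0 (1 of 10). For 1 against 0 μM at both times and for 5 against 1 μM at 6 h the real and the highest other count were 0 (10 of 10, limma, 3222, 819 and 1448 at an unadjusted p under 0.05). For the lists at 5 against 0 μM and 6 h the real count was 3 and the highest other 14, with 8 of 10 splits as large, and the split with 14 put untreated array 1 with 5 μM arrays 1 and 2. With the replicate block, the F test over the 3 doses at 6 h called 3462 probe sets and the highest of the other assignments of doses within replicates 378, with 1 of 36 as large, a share under 0.05. Among splits of the 6 arrays that part all 3 pairs, as the real one does, the others gave 0 at both times.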

How the results depend on the processing

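The fits with a covariate, the fit with only the untreated array without a retinoic acid response and the block in the comparison of probe sets of the same gene were tests chosen after the result was seen. Where no reason is given, the cause was not tested.

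The count at 5 against 0 μM and 6 h, 670, was 131 with only the 6 arrays of the 2 doses, 1437 with all 18 arrays, 4184 with the replicate block, 3309 with array weights, 104 at an adjusted p under 0.05, by construction fewer, and 7 with 1 probe set per gene. With a covariate it was 2 for the retinoic acid target level, 0 for bioD minus cre (limma, 2858 at an unadjusted p under 0.05) and 1 for the ACTB ratio, and with the block 1256 and 0 (1148) for the first 2. With only the untreated array without a retinoic acid response, assumed to vary like the other arrays, it was 0 (2877). The median change of the 670, 0.394 (SE 0.0766), was 0.341 (SE 0.0974) with the retinoic acid target level and 0.341 (SE 0.0869) with the block added. It was 0.350 (SE 0.100) with the ACTB ratio and 0.340 (SE 0.0972) with the single untreated array. The calls thus ended more by the larger SE than by a smaller change, and all 670 kept their direction. The retinoic acid target level was 7.18 on untreated array 1, 10.9 on untreated arrays 2 and 3 and 7.11 to 7.36 on the treated arrays. As a covariate it nearly amounts to leaving out untreated arrays 2 and 3. The selection of the 670 fixes their direction for the single array and largely for this covariate. These fits thus do not show that the change persists. With 1 array left out the count was 0 to 2432. Each array centred on its median gave 801, with 311 higher and 490 lower against 352 and 318. The count at 1 against 0 μM and 6 h, 0, was 541 with all 18 arrays, 2818 with the replicate block, 1009 with array weights, 2552 with the block and the retinoic acid target level, and 0 to 962 with 1 array left out. At 5 against 1 μM and 6 h, 0, it was 2 with array weights and 796 with the block and the retinoic acid target level.

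At 24 h, the count at 5 against 0 μM, 3, was 1 when at least 1 array had to be above the threshold, with no signal filter, with probe sets without a symbol kept and at an adjusted p under 0.05, 43 with all 18 arrays, and 0 with only the 6 arrays, with 1 probe set per gene and with the retinoic acid target level or the ACTB ratio as a covariate (limma, 1314, 799, 2896 and 2991 at an unadjusted p under 0.05). With 1 array left out it was 0 to 3. At 5 against 1 μM, 2, it was 1 with the replicate block, with each array centred on its median, at an adjusted p under 0.05 and with the retinoic acid target level, 0 with only the 6 arrays, with 1 probe set per gene and with the ACTB ratio (1428, 517 and 3305), and 0 to 2 with 1 array left out. At 1 against 0 μM and 24 h it was 0 in all settings run.

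The number of lists shifted at 5 against 0 μM and 6 h, 3, was 0 with an estimated correlation, 1 with the mean over the probe sets of a gene, 1 with all 18 arrays, 1 with only the untreated array without a retinoic acid response and 1 to 7 with 1 array left out, and there the S-type markers changed sign to -0.15 with that single untreated array. The list members changed, 20, were 85 by any probe set, 13 with no signal filter, 5 with only the 6 arrays, 62 with all 18, 184 with the replicate block, 129 with array weights, 2 at an adjusted p under 0.05, 1 with 1 probe set per gene, 0 with the single untreated array and 0 to 77 with 1 array left out. The overlap with Supplementary Table 3, 640, was 121 with only the 6 arrays, 99 at an adjusted p under 0.05, 0 with the single untreated array and 0 to 643 with 1 array left out. The median of the other probe sets of genes called higher, 0.0196, changed sign to -0.00642 above log2(100) and to -0.00521 with the replicate block, was 0.0373 without probe sets named _x_at or _s_at, and that of genes called lower, 0.0475, was 0.00713 with the block. All other genes had -0.0288 above log2(100) and -0.0308 with the block towards higher, so these medians still lay above genes in general. Towards lower all other genes had -0.00386 with the block. The probe sets that differ between 6 and 24 h, 943, were 603 with no signal filter, 443 at an adjusted p under 0.05, 3533 with the replicate block and 475 to 1352 with 1 array left out.

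The correlation between the doses was 0.688 to 0.869, the median of the 6 h increases at 24 h -0.152 to -0.0918 and the change of the ACTB ratio -0.488 to -0.204 with 1 array left out, with the same sign as in the full set. Of 3707 values for 171 results of named genes, 2883 stayed on their side of the threshold, 639 fell below it, 185 passed it and 0 changed sign with a call. For single lists these were 637, 21 and 9 of 667, and for counts of lists in the other comparisons 83 of 115 were within 1.5 times. Apart from the values given here and beside the results, the replicate block changed no other call of a list in camera at 5 against 0 μM and 6 h. The comparison of 24 with 6 h in untreated cells and its alternatives were not run because the times were normalized separately. Signal over background limits the dimmer probe sets. Of all probe sets called higher 41.5% lay under log2(100), against 27.4% of those called lower and 26.2% of those not called.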

Differences from the paper's values

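The comparison with the fit that combines the replicate block and the retinoic acid target level was a test chosen after the result was seen.

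For NRG1, the paper's log2 fold change in Supplementary Table 3 is 0.669 and the value here is -0.67 at the same probe set, equal in size and opposite in sign. That table holds 420 higher and 336 lower probe sets, the paper's text states 419 and 337, and turning the sign of NRG1 in the table would give the counts of the text. The 3 arrays at 5 μM had signals of 4.85, 5.17 and 4.90, below log2(40), and the untreated ones 5.59 to 5.72, so the size of the change is less certain than its sign. None of the 20 alternatives set before the data were examined gave the paper's sign, and their values ran from -0.77 to -0.61. Another probe set of NRG1 had 0.40 (adjusted p = 0.410 from limma, 0.0895 with the replicate block), in the paper's direction. For the other genes compared, including ENC1 at 0.74, NFAT5 at 0.64 and SEMA6D at -0.72, the sign was that of the paper's table.

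The paper states that no gene differed at 24 h. Here SCAMP1 was lower at 24 h by 3 probe sets at 5 against 0 μM and by 2 at 5 against 1 μM (limma), and the first count was 0 with only the 6 arrays of the compared doses and with 1 probe set per gene (limma, 1314 and 799 at an unadjusted p under 0.05). At 1 against 0 μM no probe set passed at either time, as the paper states, but at 6 h 2818 passed with the replicate block, 541 with all 18 arrays and 1009 with array weights, and 2552 with the block and the retinoic acid target level, which was chosen after seeing the values. The paper names LAMB1 among the changed genes, from a probe set with a log2 fold change of 0.411 in Supplementary Table 3 that has no symbol in the annotation used here, and with such probe sets kept it passed here too, at 0.41 (adjusted p = 0.0933 from limma, 0.0463 with the replicate block). The brightest probe set that the annotation gives to LAMB1, which is not in that table, had a log2 fold change of -0.23 (adjusted p = 0.121 from limma) and passed in 4 of 22 settings, with adjusted p from 0.0441 to 0.319, among them the replicate block at 0.0441.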

Other observations

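The tests of the lists were planned, and the choice of genes named from them by any probe set was made after the result was seen.

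Retinoic acid response genes were lower as a group at 5 μM cocaine and 6 h, with 17 of 18 below 0, a median of -0.27 and a mean of -0.72 (adjusted p = 0.00213 from camera in limma, adjusted p = 0.984 with an estimated correlation), 0 members over all genes and 11 lower when adjusted over the list alone. RARB, a receptor and target of retinoic acid, had a log2 fold change of -1.27 (adjusted p = 0.124 from limma, 0.0667 with the replicate block). CYP26A1, CYP26B1 and DHRS3 were high on untreated arrays 2 and 3 only, and for them untreated array 1 lay within the range of the treated arrays. For RARB untreated array 1 lay above that range, at 8.41 against 7.88 to 8.32. RARB, PBX3 and ADRA2C had all 3 arrays at 5 μM below the untreated arrays, and RET did not. The list thus sets untreated arrays 2 and 3 apart in part, and its call cannot be laid to cocaine alone. S-type markers of substrate-adherent neuroblastoma cells were higher, with 17 of 24 above 0 and a median of 0.09 (adjusted p = 0.0343 from camera in limma, adjusted p = 0.984 with an estimated correlation), with no member past the threshold in either adjustment (over all genes and adjusted over the list alone). VIM, an intermediate filament, was at 0.64 (adjusted p = 0.149 from limma, 0.0550 with the replicate block). The call of the S-type markers was lost without untreated array 3, where the median was -0.09, without 5 μM array 1 and without 5 μM array 2 (adjusted p = 0.704, 0.311 and 0.0708). It was also lost when at least 1 or all 9 arrays had to be above log2(40) and with no signal filter. The mean over the probe sets of a gene and the fit with all 18 arrays lost it too. Of 28 N-type markers, TFAP2B was higher at 0.25 and none was lower (1 and 1 when adjusted over the list alone), with adjusted p = 0.979 for the list. In fry of limma none of the 3 lists called by camera at 5 μM and 6 h passed, and with the replicate block 7 lists were lower, among them N-type markers (adjusted p = 0.0228), nuclear long noncoding RNAs (0.0315) and G2/M genes (0.0429). At 1 μM and 6 h, MAPK and neuregulin and ErbB signalling were lower in fry (adjusted p = 0.0412 each), and at 24 h and 5 μM the latter was higher (adjusted p = 0.00915).

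Of 33 BMP and TGF-β genes none passed at the brightest probe set, in both adjustments (over all genes and adjusted over the list alone). By any probe set 4 were higher, SMAD5 at 0.82, ACVR2B at 0.50, BMPR2 at 0.49 and SMAD2 at 0.43. The list did not shift (adjusted p = 0.522 from camera in limma, median below and mean above 0). With the replicate block 2 were higher and 6 lower at the brightest, and 11 and 7 by any probe set. Of 28 ER chaperones 1 was higher and none lower in both adjustments (over all genes and adjusted over the list alone), at list adjusted p = 0.371, and of 16 cytosolic heat shock proteins HSP90AB1 at 0.52 and HSPH1 at 0.56 were higher by other probe sets than the brightest, none passing at the brightest (list adjusted p = 0.530). Of 7 nuclear long noncoding RNAs, at the brightest probe set of each, TUG1 was lower at -0.34 and none higher (0 and 2 when adjusted over the list alone), at list adjusted p = 0.442, while MALAT1 was higher by 6 other probe sets. Of 19 immediate early genes none passed at the brightest probe set, in both adjustments, JUN was higher by another at 0.50, and FOSL2 at 0.48 and MYC at 0.44 did not pass (adjusted p = 0.195 and 0.303 from limma, list adjusted p = 0.233), while with the replicate block 3 were higher, MYC among them (adjusted p = 0.0826), and none lower at the brightest, and 6 were higher by any probe set. Of 25 p53 targets RRM2B was lower at -0.35 and none higher (0 and 2 when adjusted over the list alone), at list adjusted p = 0.929.

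In the lists of catecholamine synthesis and transport (15 measured of 34), cytosolic ribosomal proteins (49), oxidative phosphorylation (68), glycolysis (37), the proteasome (31), cholesterol synthesis (18) and long neuronal genes (31), no member passed at the brightest probe set at 5 against 0 μM and 6 h, in both adjustments (limma, over all genes and adjusted over the list alone). Their adjusted p from camera in limma were 0.624, 0.908, 0.920, 0.640, 0.352, 0.929 and 0.530. By other probe sets than the brightest, RPL38 was higher at 0.40 in the ribosomal list and ENO1 at 0.52 in the glycolysis list. In the long neuronal list TCF4 was higher at 0.43 and NRG1 lower at -0.67 by such probe sets. The catecholamine list had a median above and a mean below 0, and the ribosomal, oxidative phosphorylation and long neuronal lists had median and mean below 0 with the direction up in camera. With the replicate block these lists had, in the same order, 0, 1, 0, 0, 1, 1 and 2 members higher and 3, 3, 5, 3, 2, 5 and 5 lower at the brightest, and by any probe set the catecholamine list had 4 lower and oxidative phosphorylation 4 higher and 11 lower. The S-type markers had 6 higher and 1 lower at the brightest with the block, the N-type markers 1 and 8, the retinoic acid response genes 0 and 7 and the p53 targets 2 and 5.

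At 24 h and 5 μM, G1/S genes were higher as a group (30 of 37 above 0, median 0.08, adjusted p = 0.00238 from camera in limma, adjusted p = 0.851 with an estimated correlation), as were G2/M genes, chromatin modifiers and axon guidance (adjusted p = 0.0216 each, 0.851 with an estimated correlation), MAPK signalling (0.0415) and neuregulin and ErbB signalling (0.0451, both 0.483 with an estimated correlation). Retinoic acid response genes (16 of 21 below 0, mean -0.26, adjusted p = 0.0114, 0.851 with an estimated correlation) and ribosomal proteins (39 of 50 below 0, adjusted p = 0.0451, 0.895 with an estimated correlation) were lower, and among all members 2 chromatin modifiers were higher when adjusted over the list alone and none over all genes. Of the untreated arrays of 24 h, array 3 stood apart for retinoic acid targets, with CYP26B1 at 11.03 against 8.35 and 9.02 on the others and 8.24 to 8.70 in treated cells, and the ACTB ratio at 5 μM was 0.879 against 0.584 without cocaine, so the list calls at 24 h cannot be laid to cocaine alone. The replicate block lost ErbB signalling and ribosomal proteins (0.0530 and 0.0623). Without untreated array 1 or 3 or 5 μM array 3 the number of lists, 8, was 3, 4 and 4. It was 2 with array weights and 5 with quantile normalization. At 1 μM and 24 h, G1/S genes (35 of 37 above 0, adjusted p = 2.2e-07) and G2/M genes (49 of 54, adjusted p = 1.1e-06) were higher and retinoic acid response genes (19 of 21 below 0, adjusted p = 3.1e-07) lower, all with adjusted p = 0.919 with an estimated correlation (limma), and without untreated array 2 or 3 or 1 μM array 1 the number of lists, 3, was 6, 6 and 7. At 5 against 1 μM and 24 h, SCAMP1 was lower at -0.90 (adjusted p = 0.0742 from limma) and -0.77 (adjusted p = 0.0222), and no list shifted. In the same comparison 2 lists shifted with the mean over the probe sets of a gene. With 1 array left out 0 to 5 did, with 5 without 1 μM array 3.

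Among the genes whose change at 5 μM differed between the times, the largest evidence was for HSP90B1, with a difference of 1.59 between 6 and 24 h (standard error 0.122, adjusted p = 3.6e-05 from limma), KLHDC10 at 1.30, SCAMP1 at 1.44 and GNG4, a G protein subunit, at 0.72.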
